# Spontaneous whole genome duplication renders mouse embryonic fibroblasts resistant to reprogramming

**DOI:** 10.1186/s13578-026-01558-3

**Published:** 2026-03-26

**Authors:** Wei Li, Lingyu Zhong, Pengli Li, Ziwei Zhai, Runxia Lin, Minjing Ke, Yixin Fan, Yu Liu, Yu Fu, Yue Qin, Chengchen Zhao, Bo Wang, Junqi Kuang, Duanqing Pei

**Keywords:** Whole-genome duplication (WGD), Tetraploid cells, Cell fate control, Cell fate transition, Somatic cell reprogramming, p38, p53

## Abstract

Whole-genome duplication (WGD) is thought to be quite rare, but has important implications ranging from emergences of new species to tumorigenesis. The burden of doubled genome for a cell must be traumatic and remains poorly understood. Here we report a spontaneous and robust WGD system amicable to detailed molecular analysis. We first show that mouse embryonic fibroblasts (MEFs) undergo spontaneous WGD *in vitro*. The resulting binucleated cells or BNCs become resistant to iPSC reprogramming. We further show that pretreating MEFs with p38 inhibitor SB203580 suppresses WGD and enhances reprogramming. Mechanistically, we demonstrate the WGD activates p53 in BNCs to act as the primary barrier to reprogramming, as its depletion rescues iPSC formation in tetraploid cells. These findings provide a convenient WGD experimental system and our preliminary analysis reveals p38 coordinates WGD progression and p53 regulates subsequent cell fate determination in genome-doubled cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-026-01558-3.

## Introduction

Whole-genome duplication (WGD) has been recognised as an important mechanism to generate new species during evolution and also give rise to more than 30% of cancer incidences [1–6]. The unscheduled WGD, resulting from cytokinesis failure, endoreplication or slippage, is recognized as a driver of DNA damage and genomic instability in tumors and a facilitator of adaptive plasticity during speciation [3, 7–13]. Moreover, WGD has also been reported to change 3D genome architecture and drive oncogenic loss of chromatin segregation [14, 15]. Little is known about tetraploid cells in terms of cell fate control and the associated regulatory pathways.

Reprogramming of somatic cells (e.g., MEFs) by Yamanaka factors (Oct4/Sox2/Klf4/c-Myc) provides a well-established model for studying cell fate control [16, 17]. We and others have previously identified a series of critical biological events during this process, such as mesenchymal-to-epithelial transition (MET), as well as reprogramming barriers, including AP1 family of transcription factors such as cJUN, epigenetic modifications (e.g., H3K9me3) and DNA methylation [18–23]. Although these were identified in diploid cells, little is known whether tetraploid cells can be reprogrammed to pluripotency.

Here we report that primary MEFs undergo spontaneous WGD in culture and the resulting tetraploid cells are resistant to reprogramming. Our results provide a model to study WGD experimentally and reveal p38 and p53 in regulating WGD and tetraploid reprogramming, respectively.

## Results

### MEFs undergo spontaneous WGD in vitro

When we culture primary mouse embryonic fibroblasts (MEFs), we often encounter binucleated cells or BNCs (Fig. 1A). By DAPI staining, we can observe BNCs accumulate steadily during passaging (Fig. 1B–C). By passage 5, BNCs account for close to 30% of the cell population (Fig. 1C). Based on the morphological data in Fig. 1A and B, the BNCs should have undergone whole-genome duplication or WGD. To confirm their DNA contents qualitatively, we measure DNA content by FACS and show that indeed we can detect 2, 4 and 8 N cells within the populations as we analysed for passages 1 (P1) and 3 (P3) (Fig. S1A). Notably, the 8 N cells account for 1 and 5.41% for P1 and P3 respectively (Fig. S1A–B), consistent with the morphological data scored in Fig. 1A. As primary MEFs at P1 also have a low, but strikingly consistent 8 N cells (Fig. S1A–B). Additionally, we did not observe a notable rise in senescence-associated β‑galactosidase staining and ROS levels after WGD (Fig. S2A–D). We believe that WGD is a spontaneous event intrinsic to the cells and the culturing conditions.

**Fig. 1:**
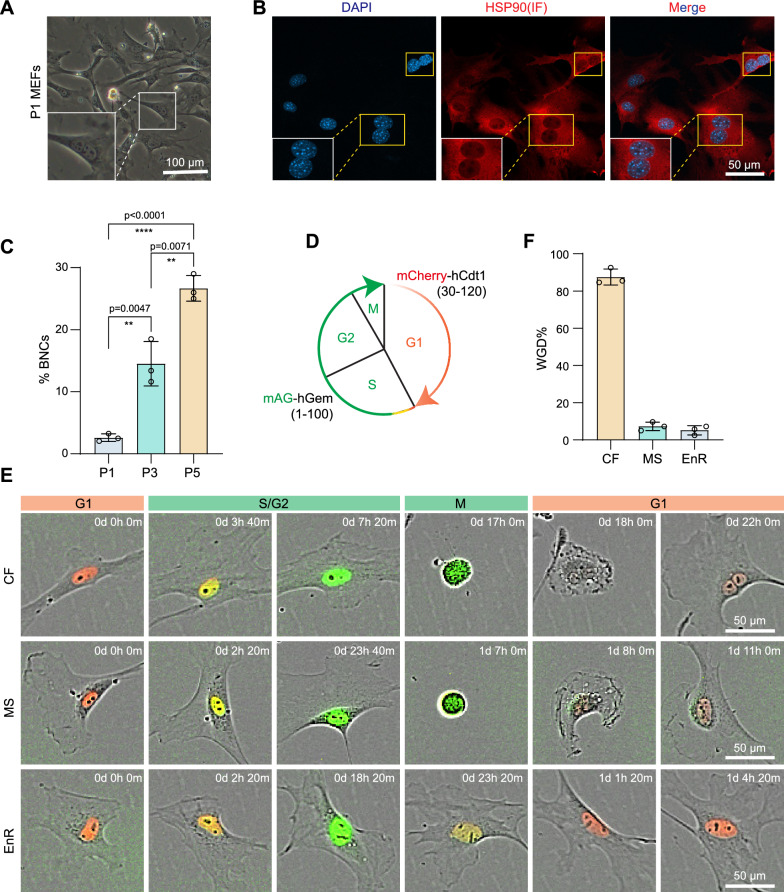
MEFs spontaneously undergo WGD. **A**, Representative images of the BNCs in vitro in MEF culture. The white box highlighted the BNCs. Scale bars, 50 μm. **B**, Representative images of the HSP90 immunofluorescence, mainly located at cytoplasm, which can distinguish between MNCs and BNCs. Scale bars, 50 μm. **C**, Histogram shows the proportion of BNCs in MEFs of at different passages. Data are mean ± s.d., two-tailed, unpaired *t*-test, *N* = 3 strains. **p < 0.01; ****p < 0.0001. **D**, Schematic illustration shows the cell cycle reporter system FUCCI [24]. G1 phase is indicated by mCherry-Cdt1 (30–120) and the S/G2/M phase is marked by mAG-Geminin (1–110). **E**, Time-lapse imaging of MEFs tracked the process of cell division (see also video S1–S3). The cell cycle is indicated by FUCCI. CF, cytokinesis failure; MS, mitotic slippage; EnR, endoreplication. Scale bars, 50 μm. **F**, Histogram shows the proportions of WGD in distinct type. total 150 cells were counted in 3 biological replicates

We further confirmed this finding with Karyotyping, which showed that while 20 MEFs at P0 are diploid cells, but 10 out of 19 MEFs at P3 are tetraploids (Fig. S1C). To further characterize WGD in MEFs, we took advantage of the FUCCI system [24] to monitor its cell cycle progression (Fig. 1D). Surprisingly, we can identify three types of WGD in the live-cell imaging of MEFs; among all observed WGD events in MEFs, the majority resulted from spontaneous cytokinesis failure (CF, > 80%), and the minor portion were mitotic slippage (MS, < 10%) and endoreplication (EnR, < 10%) respectively (Fig. 1E–F, Video S1–S3). Moreover, roughly 30% of the binucleated cells divided to form mononuclear tetraploid cells (Fig. S3A). These results further confirm spontaneous WGD and suggest that WGD is primarily due to CF.

We noticed an apparent inconsistency between BNCs scored under the microscope, 4N/8N cells by FACS, and Karyotyping, demonstrating WGDs at various ratios from ~ 15%, ~ 5% and > 50% (10/19). As these three different methods are fundamentally different as each detects nuclei, DNA contents and chromosomes, these three different parameters are consistent that WGD takes place with MEFs at a dynamic fashion which can be accurately described with gross cell morphology, DNA contents and karyotypes. As such, we believe that these parameters are in fact consistent in reflecting the intrinsic dynamics of cells undergoing WGD.

### Tetraploid MEFs are refractory to reprogramming

WGD is often considered very rare, thus, quite difficult to analyse at the molecular level. Our findings on MEF WGD seem to provide an unique opportunity as a model to this field. We ask whether WGD impacts one well investigated properties of MEFs, i.e., the ability of MEFs to undergo reprogramming towards pluripotency efficiently. To this end, we utilized previously described iCD1-SKO (SOX2, KLF4 and OCT4) reprogramming system with MEFs harboring the OG2 (Oct4-GFP) reporter. This system is characterized by high efficiency, stability and chemically defined culture medium [25–27]. During the iCD1-SKO reprogramming process, live-cell imaging was performed from the initiation of viral infection until 7 days post iCD1 induction to monitor GFP-positive colony formation. To discriminate between mononucleated cells or MNCs and BNCs following cell division, we ectopically expressed the H2B-mCherry fusion protein to fluorescently label nuclei. Given that exogenous retroviral vectors exclusively infect the proliferative cells, our investigation specifically examined whether BNCs resulting from cytokinesis failure during the viral infection window (D-2 to D0) maintained reprogramming competence, as assessed by GFP-positive colony formation (Fig. 2A). In other words, at the viral infection stage, the MEFs under analysis were undergoing cell division, thereby enabling their susceptibility to infection by exogenous viral particles. Our long-term live-cell tracking suggests that approximately 5% of P3 MNCs formed GFP + colonies, whereas BNCs completely lost their reprogramming capacity (Fig. 2B–C). Interestingly, we show that BNCs apparently adopt four distinct fate outcomes or cases during reprogramming: two static (binucleation maintenance or death) and two dynamic fates (successful cytokinesis producing either quiescent MNCs or apoptotic progeny) (Fig. 2B, Video S4–8). Moreover, these four cell fate patterns seem to be similarly distributed (Fig. 2D), suggesting that reprogramming has no preference among these 4 outcomes. These results demonstrate that MEFs subjected to WGD are refractory to reprogramming, suggesting that WGD erects novel barriers for cell fate transition during reprogramming.

**Fig. 2:**
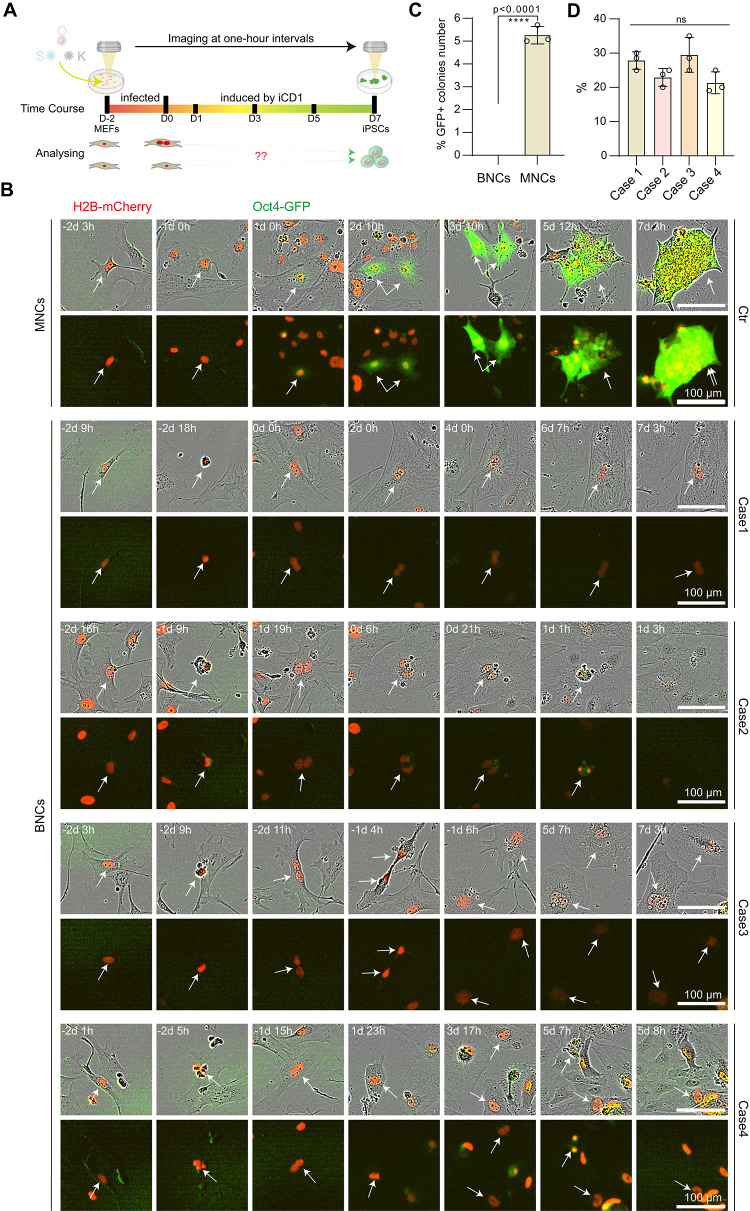
Binucleated MEFs are refractory to reprogramming. **A**, Schematic illustration depicts the live-cell imaging procedure during the reprogramming of MEFs to iPSCs, along with the analytical strategy for binucleated MEF reprogramming. **B**, Time course live-cell images of mononucleated and binucleated MEFs during reprogramming (see also video S4–S8). H2B-mCherry marks nucleus. Scale bars, 100 μm. **C**, Histogram presents the proportion of GFP + colonies number between binucleated and mononucleated MEFs. Total 250 binucleated or MNCs were counted in 3 biological replicates and each biological replicate involved 8 views. Data are mean ± s.d., two-tailed, unpaired *t*-test. ****p < 0.0001. **D**, Histogram shows the proportion of different cases in (C) during binucleated MEFs reprogramming. ns, not significant

To further test this idea, we induced BNCs from MEFs with dihydrocytochalasin B (DCB) [28], an inhibitor of actin polymerization that prevents cytokinesis (Fig. S4A–B). Consistently with results from spontaneous WGD, DCB-treated MEFs exhibited substantially impaired capability to form GFP + colonies (Fig. S4C–D). Together, these findings demonstrate that WGD generates novel barriers for cell fate transition during reprogramming.

### p38i prevents MEF WGD to facilitate reprogramming

We next wish to test a hypothesis that inhibiting WGD in MEFs can enhance reprogramming. We noticed earlier studies such as reported during chronic biliary cirrhosis progression that p38 seems to sustain hepatocyte proliferation, and its deficiency leads to an increased proportion of binucleated hepatocytes [29]. On the other hand, it has been reported that p38/MAPK signaling could drive WGD [30]. Based on these seemingly contradictory findings, we decided to test if p38 plays any role in WGD we observed in MEFs. To test this idea, we treated MEFs with SB203580, a widely used inhibitor of p38 MAPK kinase [30, 31], and show, surprisingly, that it actually reduces the proportion of BNCs (Fig. S5A–B). By live-cell imaging FUCCI system, we show that this p38i inhibits the generation of BNCs by preventing CF (Fig. 3A–B, Video S9–10). Consistently, we show with PI staining for DNA content that it reduces 8 N cells significantly (Fig. S5C–D). These results suggest that p38 promotes CF responsible for the observed WGD in our system.

**Fig. 3:**
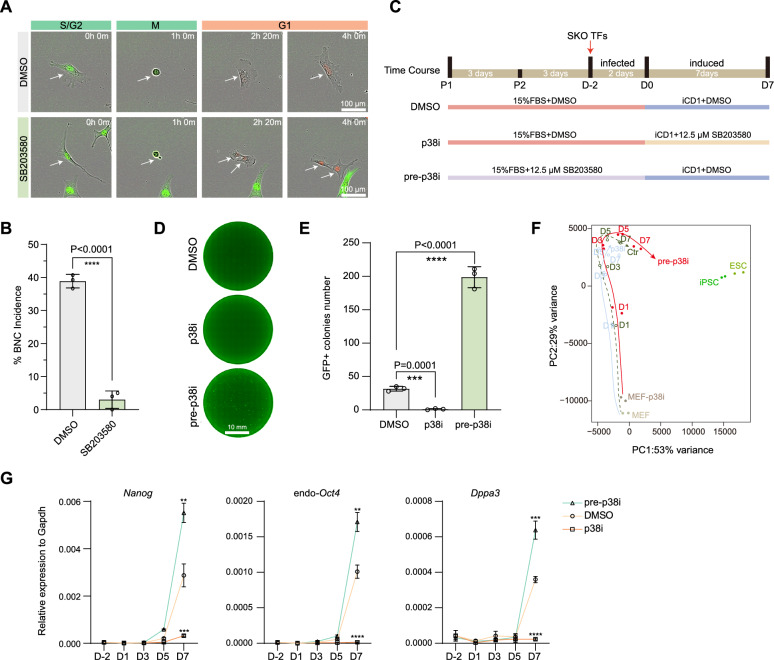
p38i pretreatment impedes WGD and enhances reprogramming. **A**, Time-lapse images of P2 MEFs with or without 12.5 μM SB203580 (Selleck, S1076) (see also Video S9–S10). Scale bars, 100 μm. The arrows indicated the tracked cells and their daughter cells. **B**, The proportion of BNCs incidence is quantified via live-cell FUCCI in P2 MEFs with or without 12.5 μM203580. Cells in mitotic period were counted from randomly 3 views. Data are mean ± s.d., two-tailed, unpaired *t*-test, ****p < 0.0001. **C**, Schematic of SB203580 treatment in different phases: MEFs were cultured with SB203580 before iCD1 induction, designated as pre-p38i; SB203580 was added during the iCD1 induction window, referred to as p38i, along with the corresponding DMSO control. **D**, Representative images of GFP + colonies at D7 in different period treated with SB203580. Scale bar, 10 mm. **E**, Histogram shows the GFP + colonies number at D7 in indicated group. Data are mean ± s.d., two-tailed, unpaired *t* test; *n* = 3 independent experiments, ***p < 0.001; ****p < 0.0001. **F**, PCA analysis of all samples across various timepoints using RNA-seq data. G, RT–qPCR analysis of the expression of representative pluripotent genes. Data are mean ± s.d., two-tailed, unpaired* t* test; *n* = 3 biological replicates. **p < 0.01; ***p < 0.001; ****p < 0.0001

We therefore postulate that p38i may facilitate iPSCs generation by removing the WGD-imposed barrier to reprogramming. To test this, we added p38i SB20580 to medium during different periods of the reprogramming experiments (Fig. 3C). Our findings demonstrate that p38i enhances reprogramming efficiency only when introduced during the pre-treatment phase of MEFs culture. Notably, continuous SB203580 treatment during the entire induction period (days 0–7) results in near-complete inhibition of reprogramming (Fig. 3D–E), consistent with previous reports on the role of p38 during reprogramming [32, 33].

To understand the phase-specific effect of p38i, we analyzed the transcriptional changes during reprogramming under the three conditions, i.e., pre-p38i and p38i versus DMSO, by harvesting cells at various time points (day 1, day 3, day 5, day 7), along with MEFs and ESCs or iPSCs as controls, for RNA sequencing and RT-qPCR. 

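The deposited RNA-seq table holds 28 libraries in 14 groups of 2. MEFs are primary mouse embryonic fibroblasts, here carrying a GFP reporter of pluripotency, and SB203580 is an inhibitor of the p38 MAP kinases that the paper used at 12.5 μM. The groups are untreated MEFs, p38i-treated MEFs, and cells on days 1, 3, 5 and 7 of induction in each of the DMSO, p38i and pre-p38i conditions. In pre-p38i the inhibitor was present before induction, and in p38i during it. ESC and iPSC libraries were not used here. The table gives 1 value per gene and library. The values are whole numbers that add up to between 991287 and 992537 per library, with a median of 991692, and are read here as TPM, a measure of a transcript's share of its library, that the authors rounded down. The unit is inferred from these totals. TPM keeps no trace of the number of reads, so the depth of each library is unknown and no counting interval can be given. Between 12454 and 14170 genes per library had a value of at least 1. The 10 highest genes of a library took between 6.28% and 10.6% of its total, and mitochondrial genes between 1.95% and 6.18%. Gene positions match those of the GENCODE M21 annotation of GRCm38 for 92.6% of the genes, and coordinates are given in that build. Because the values are not counts, they were compared on the log2(value + 1) scale with limma (lmFit, eBayes with a trend), with all 28 libraries in a single model. The 13230 genes with a mean of at least 1 over the libraries were tested, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called changed. Fold changes on this scale understate the change of genes with low values. With 2 libraries against 2, an exact permutation test of a single gene cannot give a p-value below 0.333, so single-gene tests rest on the spread that limma shares across genes and groups.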

To further evaluate their kinetics from MEF to iPSCs under these conditions, we performed principal component analysis (PCA) that map trajectories of reprogramming and show that pre-p38i cells have a faster kinetics compared to the DMSO control, but p38i cells diverge from the expected course (Fig. 3F). In contrast to p38i, which suppresses the expression of pluripotent markers critical for cell programming, including Nanog, endogenous Oct4, and Dppa3, pre-p38i upregulates these core factors (Fig. 3G). These results demonstrate the differential impact of p38i at different stages of reprogramming and confirm the primarily promoting phase for p38i at the pre-induction period (See Fig. 3C).

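Each library was placed on the straight line from the mean of the MEF libraries, set to 0, to the mean of the DMSO day 7 libraries, set to 100, over the 13230 genes on the log2 scale. On this scale of progress, DMSO cells stood at 48.6 ± 0.336 (SD, n = 2) on day 1, 81.8 ± 0.128 on day 3 and 95.2 ± 0.226 on day 5. The pre-p38i cells stood at 52.9 ± 0.203 on day 1, 90.6 ± 0.546 on day 3, 100.2 ± 0.194 on day 5 and 101.8 ± 0.0462 on day 7. Averaged over the 4 days, progress in pre-p38i was 4.98 higher than in DMSO (two-sided exact permutation test of the labels within days, with the line redrawn in each permutation, p = 0.0401). The alternative that moved this difference most was the use of values without the log, which gave 0.994 (p = 0.617, same permutation test). The p38i cells stood at 42.5 ± 0.476 on day 1, 69.3 ± 0.0574 on day 3, 82.0 ± 0.677 on day 5 and 88.0 ± 0.180 on day 7. Their progress was lower than in DMSO, with a mean difference of -10.9 (p = 0.000772, the smallest that these permutations can give), and without the log it was -3.32 (p = 0.125, same permutation test). The permutations treat the 4 days of a condition as independent. If its libraries share a culture or an infection, these p-values do not measure the spread between cultures. By the root mean square log2 difference over all genes tested, the day 7 libraries in p38i were nearest to the DMSO group of day 5, while in pre-p38i the day 5 libraries were nearest to the DMSO group of day 7. The distance of a library from the DMSO mean of its day, as the root mean square log2 difference per gene, averaged 0.0564 more in p38i than in pre-p38i (exact permutation test, p = 0.00309). This distance also counts a difference in progress. Measured to the nearest point of the path through the MEF and DMSO means, an alternative chosen after seeing the data, the difference was 0.0387 (exact permutation test, p = 0.0509). The path ends at DMSO day 7, so it removes no difference in progress from pre-p38i on day 7, whose distance was 0.514 either way, while that of p38i on day 7 went from 0.561 to 0.496. The uncorrected group can therefore only have lowered the difference. On days 3 and 5 p38i was farther from the path, at 0.471 and 0.480 against 0.379 and 0.398 in pre-p38i. On day 1 the distances were 0.405 and 0.406. In a principal component analysis of the 28 libraries, PC1 held 57.4% and PC2 16.3% of the variance. From the order and course of the libraries in its own principal component analysis, the paper concludes that pre-p38i cells move faster and that p38i cells leave the course of the control.

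**Figure D1:**
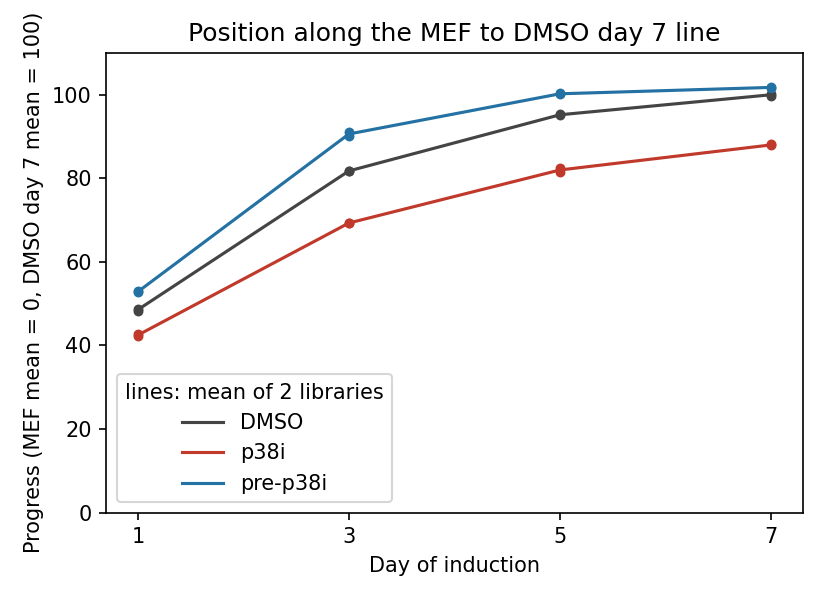
Progress along the line from the MEF mean (0) to the DMSO day 7 mean (100), without units, against the day of induction. Points are single libraries and lines join the means of 2 libraries; on day 3 the means are 90.6 in pre-p38i, 81.8 in DMSO and 69.3 in p38i.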

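In the RNA-seq libraries, Nanog (ENSMUSG00000012396, chromosome 6 of GRCm38, 122707489 to 122714633) had values of 12 and 16 in the DMSO libraries of day 7, 28 and 28 in pre-p38i, and 1 and 1 in p38i. Its log2 fold change against DMSO on day 7 was 0.96 in pre-p38i (standard error 0.27, adjusted p = 0.00998, limma) and -2.89 in p38i (standard error 0.27, adjusted p = 1.1e-07). The call in pre-p38i was lost with a pseudocount of 0.1 and in a fit of only the groups compared, while the one in p38i was kept in every alternative run. On day 5, Nanog was listed at 3 and 3 in pre-p38i and at 0 and 1 in DMSO. Dppa3 (ENSMUSG00000046323, chromosome 6, 122626410 to 122630272) had too low a mean to be tested. It was listed at 2 and 3 in the pre-p38i libraries of day 7, at 0 and 1 in DMSO and at 0 and 0 in p38i. Oct4 is encoded by Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772). Its values include the retroviral transgene, since the table has 1 value per gene, so endogenous Oct4 cannot be read from them. Total Pou5f1 was listed at 0 in all MEF libraries and was 2909 ± 123 (SD, n = 2) in DMSO, 3807 ± 55.2 in pre-p38i and 2304.5 ± 13.4 in p38i on day 1. On day 7 it was 2265 ± 72.1 in DMSO, 1916.5 ± 2.12 in pre-p38i and 2076 ± 96.2 in p38i. Its log2 fold changes were -0.24 in pre-p38i (adjusted p = 0.000439, limma) and -0.13 in p38i (adjusted p = 0.0370, limma). The Pou5f1 call in p38i was lost under at least 1 of 7 alternatives (adjusted p up to 0.193, limma). The one in pre-p38i was kept in all of them. For Nanog and Dppa3, the table also lists 1 pseudogene each of near-identical sequence, which stood at 0 in every library. Of other pluripotency markers, Dppa5a was called higher in pre-p38i on day 7 (adjusted p = 0.0371, limma). Esrrb and Zfp42 were higher there without a call (adjusted p = 0.120 and 0.161, limma). In p38i each of these was called lower on day 7.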

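Against DMSO, limma called 1539 genes changed in pre-p38i on day 1, 2729 on day 3, 3387 on day 5 and 3952 on day 7. In p38i it called 2128, 2833, 3514 and 4509 genes on the same days. On day 7, 2034 of the genes called in pre-p38i were higher and 1918 lower, and in p38i 2186 were higher and 2323 lower. Among those with a log2 fold change of at least 1 in size, 132 were higher and 442 lower in pre-p38i, and 168 were higher and 518 lower in p38i. On days 1, 3 and 5 most calls in p38i were lower, with 1669, 2143 and 2473 genes. With the authors' scaling 21.6%, 24.4% and 29.6% of the calls were higher on these days, against 41.1%, 50% and 52.7% after quantile normalization, which itself pushes the split towards equal shares. Among the calls after quantile normalization with a log2 fold change of at least 1 in size, 23 were higher and 133 lower on day 1, 152 and 393 on day 3, and 153 and 483 on day 5. The count moved most when only genes with a log2 fold change of at least 1 in size were kept, to 574 in pre-p38i and 686 in p38i on day 7. Comparing p38i with pre-p38i directly on day 7 gave 7181 genes. Libraries with the same replicate number did not deviate together, since correlations of their deviations between groups ranged from -0.0838 to 0.0874, and with the replicate number within time point as a block the counts on days 1, 3, 5 and 7 were 1307, 2518, 3139 and 3722 in pre-p38i and 1913, 2666, 3285 and 4287 in p38i, with 7038 between p38i and pre-p38i. Among called genes with a mean of at least 5 and no overlap between the 2 groups, the 3 largest rises in pre-p38i on day 7 were in Gm37167 (values of 264 and 120 against 85 and 0), Slc16a3 (39 and 24 against 1 and 1) and Gm7334 (8 and 12 against 0 and 6), and the largest falls in Lyz2 (9 and 7 against 98 and 109), Grem1 (12 and 12 against 98 and 105) and C1qa (2 and 0 against 13 and 12). In p38i the rises were in Capn6 (90 and 87 against 23 and 21), Plac9b (10 and 9 against 7 and 0) and the lincRNA ENSMUSG00000112228 (2 and 7 against 0 and 1). Of the genes that fell in p38i, all at 0 on day 7, Cd209f stood at 46 and 39 in DMSO, Dppa5a at 22 and 30, and Gm43558 at 24 and 17. Of these 12 genes, 6 (Dppa5a, Gm37167, Gm43558, Gm7334, Lyz2 and Plac9b) have another gene of near-identical sequence. No copy of Dppa5a or Lyz2 is listed at a value of 1 or more, while the other 4 have a copy that is, so the values of these 4 are uncertain. By the same rule, Gpc3, Cited1 and Bend5 rose and Acta1, Prl2c3 and Crct1 fell most in pre-p38i on day 1. On day 3 these were Gm2260, Gm12250 and Tgtp2, and Prl2c3, C1qtnf3 and Prl2c2. On day 5 they were Gm37167, Krt8 and Dio3, and Lyz2, C1qa and C1qc. A list of macrophage markers, tested only after the results were seen, was also lower in pre-p38i on days 5 and 7. Its median log2 fold changes were -1.70 and -1.62, with 15 of 16 genes lower on each day. The falls of Lyz2, C1qa and C1qc therefore cannot be told apart from fewer macrophages among the cells. In p38i, Mt2, Mt1 and Trib3 rose and Gm20388, Tgm3 and Marco fell most on day 1. On day 3 these were Gm7336, Rragd and Arhgap22, and Gm10925, Tgtp2 and Gm12250. On day 5 they were Rn18s-rs5, Lars2 and Arhgap22, and Tgtp2, Iigp1 and H2-Q6. Between p38i and pre-p38i on day 7, Lyz2, Spp1 and Aebp1 were the most raised in p38i and Gm43558, Dppa5a and Gm37167 the most lowered. Of the 45 genes that meet this rule over all comparisons, 18 have a near-identical copy. From the opposite effects in the 2 treatment windows, the paper concludes that p38i promotes reprogramming mainly before induction.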

In contrast to the pre-induction period, p38i has a totally different effect to inhibit reprogramming completely during induction. To understand this difference, we decided to examine the impact of p38i on a critical gateway to reprogramming, i.e., Mesenchymal-epithelial transition (MET) which we and others reported as an initiating event for reprogramming [18, 19, 34]. As expected, p38i when applied to the induction phase, renders MEFs unable to undergo typical epithelial-like transition as revealed by immunofluorescence analysis of markers such as CDH1 and NANOG. Compared to the control, p38i blocks the up regulation of epithelial-associated genes (Cdh1, Krt8, Cldn3), while mesenchymal genes (Twist1, Zeb1) exhibit no significant downregulation (Fig. S6A-D). 

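In the RNA-seq libraries, Cdh1 (ENSMUSG00000000303, chromosome 8 of GRCm38, 106603351 to 106670246) had a value of 155 ± 5.66 (SD, n = 2) in DMSO and 70.5 ± 0.707 in p38i on day 7, a log2 fold change of -1.13 (standard error 0.10, adjusted p = 3.6e-08, limma). Krt8 (ENSMUSG00000049382, chromosome 15, 101996711 to 102004342) stood at 71.5 ± 0.707 in DMSO and 29.5 ± 2.12 in p38i, with a log2 fold change of -1.25 (adjusted p = 0.000203, limma). Cldn3 (ENSMUSG00000070473, chromosome 5, 134986214 to 134987472) stood at 17 ± 4.24 in DMSO and 5 ± 2.83 in p38i, with a log2 fold change of -1.65 (adjusted p = 0.00489, limma). Cdh1 was also lower in p38i on days 1, 3 and 5, with log2 fold changes of -1.36, -1.22 and -0.96. Those of Krt8 were -1.08, -2.17 and -1.26, and all were called by limma. Krt8 lost its call on each day under at least 1 of 7 alternatives. Its highest adjusted p was 0.270 on day 1, 0.0567 on day 3, 0.129 on day 5 and 0.135 on day 7 (limma). Calls were also lost for Cdh1 on day 1 (adjusted p up to 0.0600, limma) and Cldn3 on day 7 (up to 0.292). Cdh1 kept its call on days 3, 5 and 7. Without 1 library, the fold change of Krt8 on day 1 ranged from -1.58 to -0.58. For Cldn3, no earlier day gave a call over all genes. Its log2 fold change on day 5 was -1.08 (adjusted p = 0.0649 over all genes, 0.0398 over the 17 named genes tested, and 0.0444 over all genes with the replicate number as a block with a single effect over all time points, limma). Cdh1, Krt8 and Cldn3 were listed at 0 in the MEF libraries. Between day 1 and day 7, Cdh1 rose by 3.76 on the log2 scale in DMSO and by 4.00 in p38i, and this difference of 0.24 was not called (adjusted p = 0.235, limma). Krt8 rose by 4.59 in DMSO and 4.43 in p38i (difference -0.17, adjusted p = 0.758, limma), from values of 2 and 2 in DMSO and 0 and 1 in p38i on day 1. The sign of that difference depends on these low values, since it was 1.39 with a pseudocount of 0.1. Cldn3 rose by 3.65 and 2.00, a difference of -1.65 (adjusted p = 0.0551 over all genes and 0.0324 over the 34 tests of genes named in advance, limma). Among the mesenchymal genes, the course depends on the starting point. In MEFs Twist1 stood at 74 ± 0 (SD, n = 2), with 98 ± 5.66 in DMSO and 158 ± 4.24 in p38i on day 7, and Zeb1 at 28 ± 2.83, with 12.5 ± 0.707 and 17 ± 1.41, so that counted from MEFs Twist1 was higher in both conditions and Zeb1 lower in both. These changes were not tested. Counted from day 1, Twist1 (ENSMUSG00000035799, chromosome 12, 33957671 to 33959817) fell by 0.90 on the log2 scale in DMSO and by 0.17 in p38i to day 7, and the difference of 0.74 was called (adjusted p = 8.5e-06, limma). The fall of Twist1 within p38i was itself called (adjusted p = 0.0298, limma), but not after quantile normalization or with the replicate number within time point as a block. Zeb1 (ENSMUSG00000024238, chromosome 18, 5591860 to 5775467) fell by 0.45 in DMSO (adjusted p = 0.00161, limma) and by 0.12 in p38i (adjusted p = 0.382, limma, but 0.0224 after quantile normalization), and the difference of 0.33 was not called (adjusted p = 0.137, limma). On day 7 Twist1 was higher in p38i than in DMSO by 0.68 (adjusted p = 1e-07, limma) and Zeb1 by 0.41 (adjusted p = 0.00597, limma). The Zeb1 call was lost under at least 1 of 7 alternatives (adjusted p up to 0.0771, limma), while that of Twist1 was kept in all. From immunofluorescence of CDH1 and NANOG, and from the lower epithelial and retained mesenchymal expression, the paper concludes that p38i during induction prevents MET.

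**Figure D2:**
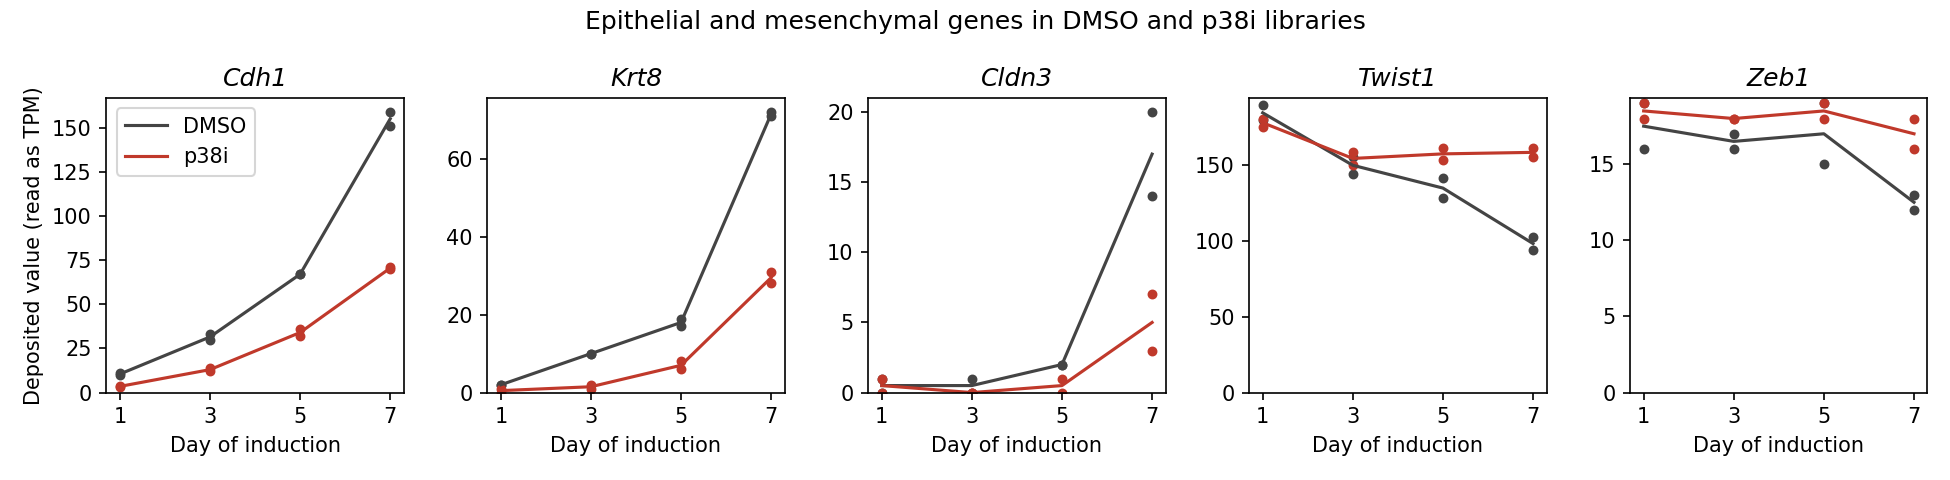
Deposited values, read as TPM, of Cdh1, Krt8, Cldn3, Twist1 and Zeb1 against the day of induction in DMSO and p38i, each panel with its own axis from 0. Points are single libraries and lines join the means of 2 libraries, and equal values overlap; on day 7 the Cdh1 means are 155 in DMSO and 70.5 in p38i.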

Together, these results demonstrate that the inhibition of p38 in pre-induction phase prevents WGD in MEFs and facilitates iPSC reprogramming, but blocks reprogramming by preventing MET at the induction phase.

### p53 is activated during WGD to block reprogramming

We next wish to test the idea that novel barrier(s) activated during WGD prevent the reprogramming of MEFs. To probe the likely barriers, we turn to a known candidate, p53 as it is known to be activated in tetraploid cells as previously described [28] and the p53 pathway also acts as a barrier to somatic cell reprogramming [35–38]. To this end, we show by immunofluorescence analysis that BNCs exhibit significantly elevated γH2AX puncta and p53 protein levels compared to MNCs (Fig. S7A, B, Fig. 4A-B). Thus, these results suggest that DNA damage may be a major contributor to p53 activation in WGD, which is consistent with previous studies[7, 39]. Consistently, we also show MEFs treated with p38i appears to have less p53 expression (Fig. S8A-B). These results indicate p53 is activated in MEFs having underwent WGD. Indeed, we show that, with western blotting experiments to assess p53 protein expression at various timepoints during programming, there are significant reductions in p53 protein levels both in MEFs and at defined reprogramming timepoints (day 1 and day 7) with p38i pretreatment (Fig. 4C). These results suggest that p38i pretreatment enhances reprogramming efficiency by suppressing CF-induced WGD through p53 reduction.

**Fig. 4:**
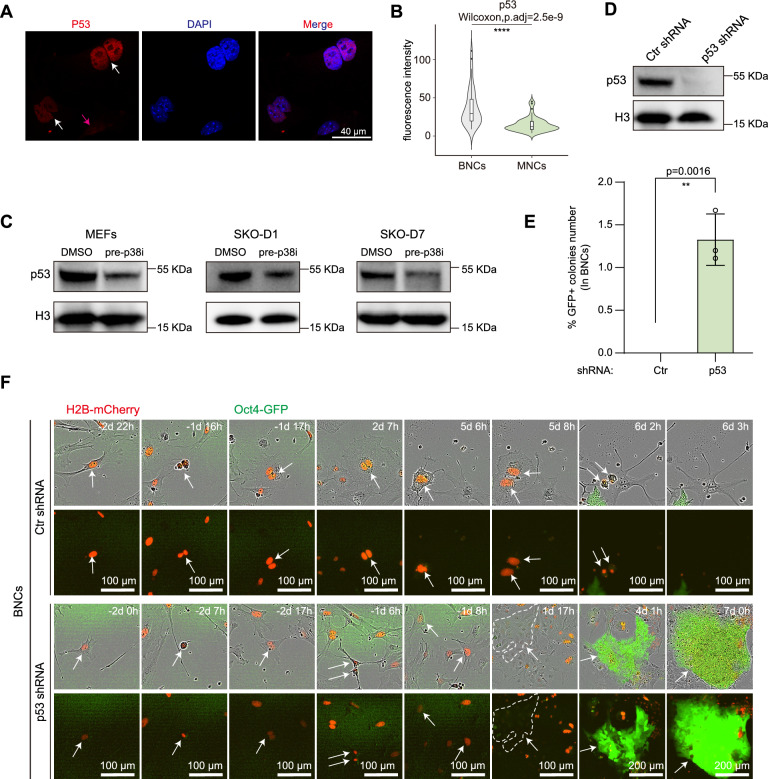
p53 prevents binucleated MEFs from reprogramming. **A**, Representative images of immunofluorescence for p53 in P3. The white arrow indicates BNCs, while the magenta arrow designates MNCs. Scale bars, 40 μm. **B**, The violin plots show the quantitative analysis of p53 fluorescence intensity in binucleated and mononucleated MEFs. More than 45 cells were analyzed in each group. Two-tailed Wilcoxon test adjusted for multiple comparisons. **C**, Immunoblots show the protein level of p53 in MEFs or at the indicated timepoints during reprogramming procedure. **D**, Western blot demonstrates specificity of our shRNA vectors. Lysates were extracted at D1 during cell reprogramming. **E**, Histogram presents the proportion of GFP + colonies number in BNCs from long term live-cell imaging during reprogramming when p53 knockdown and relative control. Total 200 BNCs were counted in 3 biological replicates and each biological replicate involved 8 views. Data are mean ± s.d., two-tailed, unpaired *t* test; **p < 0.01. **F**, Time course live-cell images of MEFs from mononuclear to binuclear during infected window and their cellular reprogramming procedure when p53 knockdown and relative control (see also video S11–S12). H2B-mCherry marks nucleus. Scale bars are as indicated. The arrows indicated the tracked cells and their daughter cells

To establish a causal relationship between p53 and capability of reprogramming in WGD MEFs, we performed p53 knockdown experiments during reprogramming (Fig. 4D) and live-cell imaging to trace BNCs formed during viral infection and assessed their potential to generate GFP + colonies. Our quantitative imaging analysis reveal that p53-depleted BNCs regain the ability to reprogram to form GFP + colonies (Fig. 4E–F, Video S11–12). Based on above findings, we can establish 4N-iPSC cell lines by knockdown p53 during cell reprogramming in BNCs with live-cell trace to pick up WGD GFP + colonies (Fig. S8C–D). The expression of canonical pluripotent markers (Rex1, Dppa5a, Nanog, Esrrb) shows no significant different between 2N-iPSCs and 4N-iPSCs (Fig. S8E). Together, these results demonstrate that p53 is activated during WGD and the resulting BNCs become resistant to reprogramming.

## Discussion

We show here that MEFs undergo spontaneous WGD, mainly via cytokinesis failure or CF, and the resulting tetraploid cells are refractory to iPSC reprogramming. Our findings reveal p38 acts as a driver of WGD, while p53 serves as a brake on cell fate transition following WGD (Fig. 5). Our findings reveal that spontaneous genome duplication in cultured MEFs is p38-dependent, suggesting these cells may exist in a stress-activated state following isolation. While the precise nature of these stimuli and the upstream signaling mechanisms activating p38 remain to be elucidated, these observations may inspire further investigations into questions associated with WGD in general and the biology of tetraploid cells in particular.

**Fig. 5:**
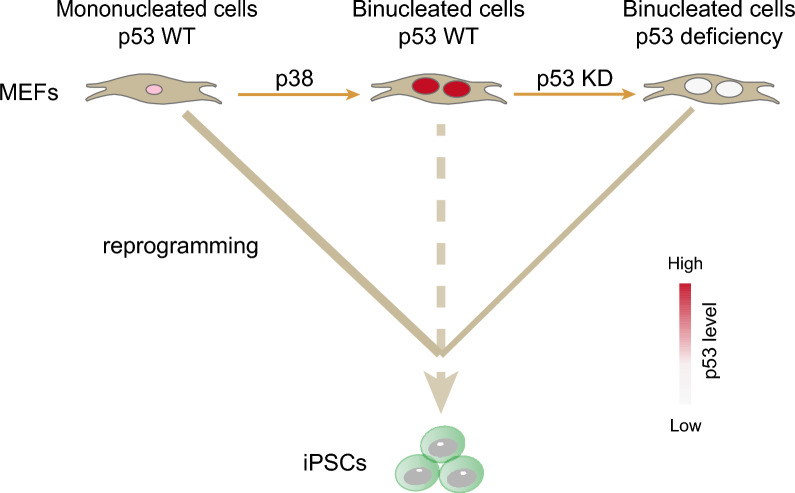
A model for WGD-mediated restriction of somatic cell reprogramming. *In vitro* cultured MEFs undergo spontaneous WGD and the resulting tetraploid cells are refractory to iPSCs reprogramming. p38 serves as the driver of cytokinesis failure induced WGD and the consequent accumulation of p53 in these binucleated MEFs acts as the intrinsic barrier for iPSCs reprogramming

As a pivotal node in the MAPK signaling pathway, p38 regulates numerous downstream substrates and influences diverse biological processes in a context-dependent manner. In primary MEFs culture conditions, activated p38 inhibits cell cycle kinases, causing mitotic defects in MEFs [30]. During somatic cell reprogramming, however, Yamanaka factors alleviate this suppression and promote cell cycle progression [40], potentially counteracting p38 inhibitory effect. Additionally, p38 facilitates MET, contributing positively to the reprogramming process. Among the four p38 isoforms, p38α is the predominant one expressed in MEFs and during reprogramming, suggesting it may paly a central role in these processes.

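The p38 isoforms α, β, γ and δ are encoded by Mapk14, Mapk11, Mapk12 and Mapk13. In the untreated MEF libraries, Mapk14 (ENSMUSG00000053436, chromosome 17 of GRCm38, 28691342 to 28748404) had a value of 58.5 ± 2.12 (SD, n = 2), Mapk13 of 13.5 ± 0.707, Mapk11 of 7 ± 0 and Mapk12 of 5.5 ± 2.12. Mapk14 made up 69.2% ± 0.387 of the sum of the 4 values in MEFs. During induction its mean share was lowest in DMSO on day 1, at 51.5% ± 1.33, where Mapk13 (chromosome 17, 28769307 to 28778698) stood at 37.5 ± 3.54 against 50 ± 5.66 for Mapk14, and highest in pre-p38i on day 5, at 70.6% ± 5.59. In p38i-treated MEFs it was 77.0% ± 2.05. TPM divides by gene length; without that division the shares were 75.4% in MEFs and 59.4% in DMSO on day 1. The values are of mRNA, not of protein.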

Polyploidy is commonly observed in plants, fish and amphibians [41, 42]. Compared to diploid counterparts, polyploid offspring exhibit novel advantageous traits such as larger body size, accelerated growth rate, and enhanced reproductive capacity [43]. Polyploid breeding has been widely employed in crop improvement programs. However, this phenomenon remains exceptionally rare in higher vertebrates, particularly birds and mammals. The underlying mechanisms why higher vertebrates are so resistant to whole genome duplication continue to pose an unresolved scientific question. Our study could provide critical insights for establishing WGD-iPSCs in other species, offering new perspectives to investigate tetraploid biology in higher vertebrates and opening new avenues for utilizing polyploidy in sustainable animal breeding strategies.

We show that binucleation in MEFs occurs readily *in vitro*, although it is rarely observed during development *in vivo*, which is likely due to the insufficient culture conditions to sustain long-term genomic stability in primary cells after isolation. Nevertheless, the tetraploid cell model remains biologically relevant for studying cell fate transition, as growing evidence indicates that tetraploidization takes place in diverse somatic cell types *in vivo*, like cardiomyocytes, hepatocytes and epithelial cells during processes including development, aging and tumorigenesis [44–47]. This phenomenon is frequently associated with subsequent p53 activation and cell cycle arrest, pointing to the consistency surveillance mechanism. Thus, we suppose that binucleation in MEFs culture may serve as an *in vitro* sensitive model for elucidating the molecular mechanism of WGD and its downstream effects.

Other strong interest in WGD is related to tumorigenesis. To this end, we have show that p53 is a barrier to cell fate transition in tetraploid cells as shRNAs for p53 relieves the barrier to generate tetraploid iPSCs. This may be relevant to tumorigenesis as spontaneous WGD acquires higher levels of p53 that will safeguard these unscheduled tetraploid cells from tumorigenesis, i.e., further cell fate transitions as we show with our reprogramming assays. These results further suggest that WGD does not automatically endow the resulting tetraploid cells to undergo tumorigenesis which only occurs when the barrier is lower or removed as we demonstrated with shRNAs against p53 during reprogramming. In a sense, the experimental systems we provided here may be a model to further analyse the relationship between WGD and tumorigenesis experimentally. Meanwhile, this spontaneous WGD system may be studied without the need for cytotoxic chemical inhibitors typically employed to induce polyploidization.

## Materials and methods

###  Animals

Oct4-GFP (OG2) reporter-allele-carrying mice (CBA/CaJ x C57BL/6 J) were original from The Jackson Laboratory (Mouse strain datasheet: 004654). The wild-type female 129 mice were purchased from Vital River Laboratory Animal Technology Co., Ltd (Beijing). All mice were housed in a temperature-controlled room about 20–26 °C with a 12 h light/dark cycle, whose humidity is 40–70%. The animal studies were performed according to the applicable guidelines and regulations of the Institutional Animal Care and Use Committee of Westlake University (Animal Protocol No. 23-109-PDQ-7), Hangzhou, China.

### Cell lines and cell culture

Plat-E cells were maintained in DMEM/high-glucose (Hyclone, SH30022-2B) supplemented with 15% FBS (Vazyme, F103-01), 1% GlutaMAX (GIBCO, 35,050,061) and 1% NEAA (GIBCO, 11,140,035), named as 15% FBS medium. OG2 MEFs were isolated from E13.5 embryos (female or male) by crossing male OG2 mice to 129 female mice. In briefly, the embryos were isolated and cut into small pieces. Then the tissues were digested with digestive solution (0.25% trypsin: 0.05% trypsin = 1:1; GIBCO, 25200072, 25300054) for 15 min at 37 °C. The isolated cells were plated onto 0.1% gelatin (Millipore, ES-006-B) coated culture dish and cultured in 15% FBS medium. All of the cell lines have been confirmed as mycoplasma contamination free with the kit from Beyotime (C0298M).

###  Plasmids and molecular cloning

pMXs retroviral vectors expression mouse Sox2, Klf4, and Oct4 were purchased from Addgene. To construct the FUCCI reporter for cell cycle labeling, a FUCCI cassette containing Cdt1 (30–120) and Gem1 (1–110) tagged with two fluorescent proteins, flanked by T2A self-cleaving peptide elements, was derived from pBOB-EF1-FastFUCCI-Puro obtained from MiaoLingBio, China. The original fluorescent proteins were replaced with mCherry and mAzamiGreen (mAG), and then the modified cassette was transferred to the pMXs retroviral vector. The H2B reporter, which indicates cell nucleus, was constructed by fusing human H2B DNA sequence with mCherry and cloning them into the pMXs retroviral vector. pRetroSuper vectors containing shRNA sequences for p53 (GTACATGTGTAATAGCTCC) [25].

### iPSCs generation

Plat-E cells were transfected with plasmids using polyethylenimine reagent (PEI, Yeasen, MW40000) to produce retroviral supernatants. OG2-MEFs were plated onto 12-well plate at 3 × 104 cell density per well, and then infected with the retroviral supernatants. After two rounds of 24 h infection, which we designated as day 0, the medium was changed to iCD1 reprogramming induing medium. The fresh medium was changed daily until day 7. Oct4-GFP positive colonies were scanned by living cells station (Keyence, Japan), and counted using Image-J software (v1.54f, NIH).

###  Immunoblotting

Cells were harvested and lysed in lysis buffer supplemented with protease inhibitor cocktail (Roche) on ice for 15 min. Subsequently, the lysates were sonicated with Bioruptor Plus (Diagenode) and boiled at 100 °C for 10 min. After centrifugation, the cell supernatants were subjected to SDS–PAGE and transferred onto the PVDF membrane. After being blocked with 5% nonfat milk for 2 h at room temperature, the membranes were successively incubated with primary antibodies and then secondary antibodies. Finally, the bands were detected using SuperPico ECL Chemiluminescence Kit (Vazyme, E422-02). Primary antibodies used were: anti-P53 (CST, 2524S, 1:1000), anti-H3 (Abcam, ab1791, 1:2000).

###  Flow cytometry analysis

To analyze the DNA content of MEFs, cells were collected and washed with precooled PBS. Then, samples were fixed and stained with PI staining kit (Beyotime, C1052) according to manufacturer’s instructions. PI intensity for cell DNA Content analysis detection was measured using CytoFLEX LX Flow Cytometer (Beckman Coulter) cytometers in the Y610 channel. FlowJo 10.4 (BD Biosciences) software was used for data analysis.

###  Senescence-associated β-galactosidase staining and quantification

MEF cells seeded in 6-well plates, were fixed and stained using the Senescence β-Galactosidase Staining Kit (Beyotime, C0602) following the manufacturer’s instructions. Staining was performed overnight at 37 °C in the dark. Cells were observed and imaged under bright field using an Olympus IX73 inverted microscope. Positive cells were counted and divided by the total number of cells, which were stained with Hoechst 33,342 and captured under fluorescence mode, to calculate the percentage of positive cells. For etoposide-induced senescence, MEF cells were treated with 20 µM etoposide for 2 days, followed by sub-culturing at a 1:3 ratio before proceeding with further analysis.

### Measurement of ROS

Intracellular ROS levels were detected by dihydrorhodamine 123 (MCE, HY-101894). Cells were cultured in 8-well chamber (Cellvis, C8-1.5H-N). During staining procedure, the cells were gently washed twice with PBS, followed by incubation with 10 μM dihydrorhodamine 123 and 10 μM Hoechst 33342 at 37 °C for 20 min, and then the cells were washed thrice with DMEM. Finally, imaging with a laser confocal microscope (ZEISS, LSM 980).

###  Immunofluorescence

Cells growing on coverslips were washed 2 times with PBS, then fixed with 4% PFA for 30 min, and subsequently penetrated and blocked with 0.1% Triton X-100 and 3% BSA for 30 min at room temperature. Then, the cells were incubated with primary antibody for overnight. After 4 washes in PBS, Sample was incubated with secondary antibodies for 1 h. After 5 washes for 5 min per time, cells were then incubated in DAPI (Sigma-Aldrich D9542) for 2 min. Then, the coverslips were mounted on the slides for observation on the confocal microscope (ZEISS, LSM 980). The following antibodies were used in this project: anti-P53 (CST, 2524S, 1:200), anti-HSP90 (HuaBio, ET1605-56, 1:500), anti-γH2AX (abcam, ab26350, 1:200). Expression was quantified average nuclear intensity with ZEN 2.6 lite software (ZEISS).

###  Karyotype analysis

Before karyotype analysis, MEFs were treated with 4 μg/mL colchicine in culture medium for 2.5 h. The cells were digested, centrifuged, resuspended with preheated 75 mM KCl hypotonic solution, and incubated at 37 °C for 20 min. After that, MEFs were fixed with Carnoy’s solution (3:1 (v/v) mix of methanol and acetic acid) for 30 min at room temperature, and then centrifuged, resuspended with Carnoy's solution. Finally, the MEFs were dropped on precooled slides, dried, stained with Giemsa, photoed and arrange karyotype by Guangzhou Haoyu Biotechnology Co., Ltd.

###  Live-cell imaging

MEFs stably expressing FUCCI reporter were plated about 12 h prior to imaging in a 6-well (corning,3615) dishes at original density of 4X10^4^–5X10^4^ cells per well. Time-lapse live-cell imaging was performed using Incucyte® SX5 microscope that maintains temperature at 37 °C and CO_2_ at 5%. Phase-contrast and fluorescent images were taken every 20 min with a 10 × objective. long-term live-cell imaging during cell reprogramming was conducted as illustrated (Fig. 2A). Filter sets and exposure times were default that no phototoxicity or photobleaching was observed in cells. Medium was changed every day. Image processing was performed using its software.

###  RNA extraction and quantitative real-time (qRT)-PCR and RNA-seq

Total RNA was extracted using the FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme, RC112-01) following the manufacturer’s protocol and quantified with a Multiskan SkyHigh Microplate Spectrophotometer (Thermo Fisher Scientific). The extracted RNA was then reverse transcribed using HiScript II Q RT SuperMix for qPCR (Vazyme, R222-01). qRT-PCR was performed using ChamQ SYBR Color qPCR Master Mix (Vazyme, Q411-03) on a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). All experiments were conducted in triplicate, and the primer sequences are provided in the Supplementary Table 1. For RNA-seq, VAHTS mRNA-seq V3 Library Prep Kit for Illumina (NR611, Vazyme) was used for library constructions and sequencing done with NextSeq500 Mid output 150 cycles (FC-404–2001, Illumina).

## Statistical information

Data are presented as mean ± s.d. as indicated in the figure legends. Unpaired two-tailed student *t* test, The *P* value was calculated with the Prism 6 software. A *p*-value < 0.05 was considered as statistically, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. No statistical method was used to predetermine sample size. The experiments were not randomized. The investigators were not blinded to allocation during experiment and outcome assessment.

## Supplementary Information

Additional file1

Additional file2

Additional file3

Additional file4

Additional file5

Additional file6

Additional file7

Additional file8

Additional file9

Additional file10

Additional file11

Additional file12

Additional file13

Additional file14

## Data Availability

The RNA-seq data have been deposited in the Gene Expression Omnibus database under the accession code GSE295779.

## Abbreviations

MEFs: Mouse embryonic fibroblasts
WGD: Whole-Genome Duplication
iPSCs: Induced pluripotent stem cells
MET: Mesenchymal-to-epithelial transition
CF: Cytokinesis failure
MS: Mitotic slippage
EnR: Endoreplication
BNCs: Binucleated cells
MNCs: Mononucleated cells
DCB: Dihydrocytochalasin B

# Supplementary material for: Spontaneous whole genome duplication renders mouse embryonic fibroblasts resistant to reprogramming
**Source:** Cell Biosci. 2026 Mar 26;16:51. doi: 10.1186/s13578-026-01558-3
**Supplement:** Supplementary file 1 — Additional file1

Figure S1

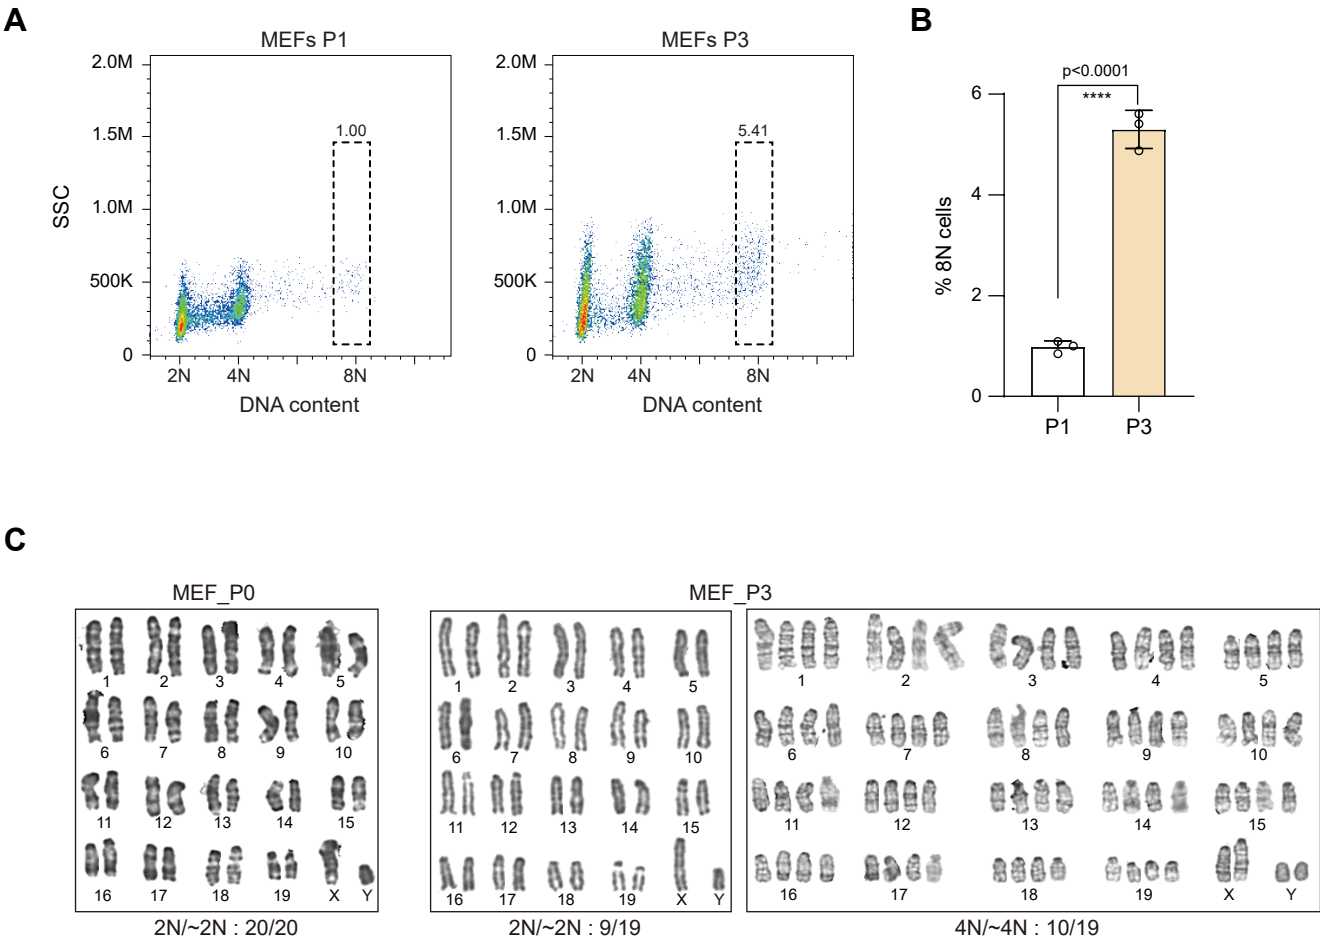

**Figure S1 Tetraploid cells are detected in primary MEFs in vitro.** A, DNA contents are analyzed by Propidium Iodide (PI) via flow cytometry in MEFs of P1 and P3. B, Histogram shows the proportions of 8N cells in MEFs of P1 and P3. Data are mean $\pm$ s.d., two-tailed, unpaired t-test, three independent experiments. \*\*\*\* $p < 0.0001$ . C, The representative karyotype for MEFs of P0 and P3.

Figure S2

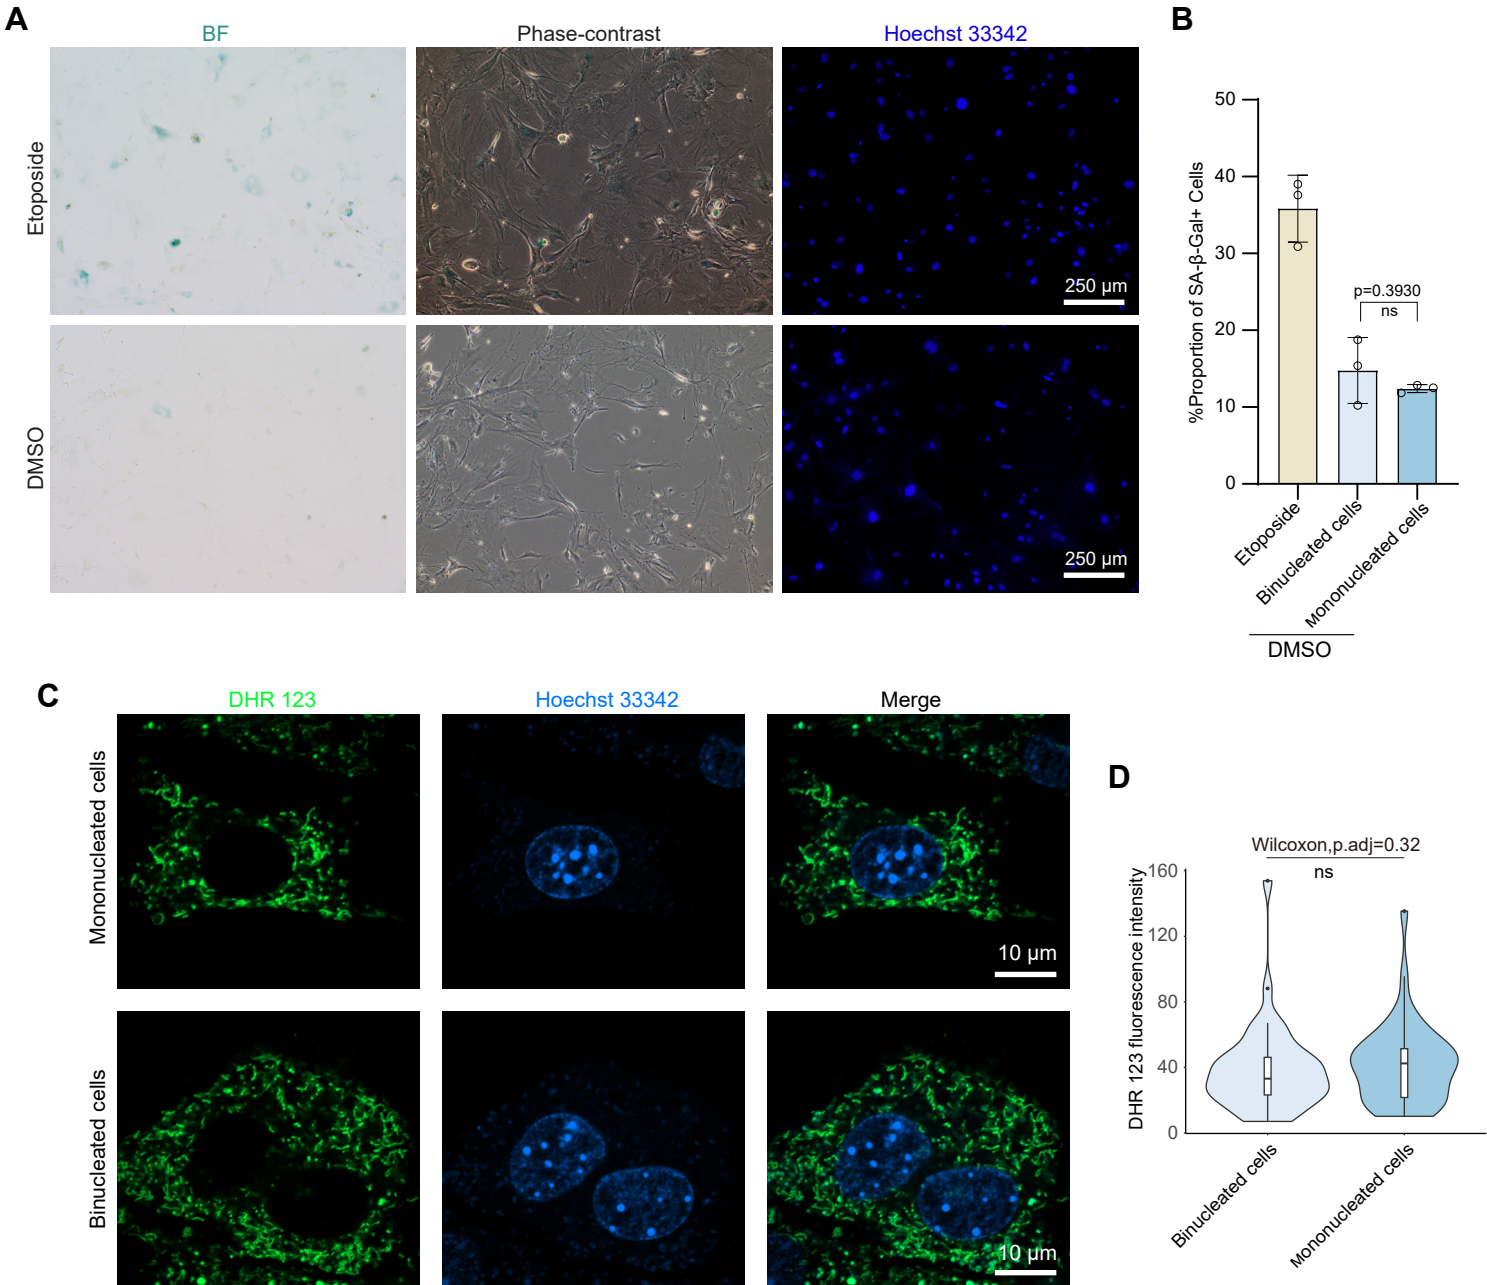

**Figure S2 The effect of cell stress on the WGD in MEFs.** A, Typical images of the  $\beta$ -gal staining in mononucleated and binucleated cells of MEFs. Scale bars, 250 $\mu$ m. B, Histogram displays the proportion of SA- $\beta$ -gal<sup>+</sup> cells in mononucleated and binucleated cells. Data are mean  $\pm$  s.d., two-tailed, unpaired t test; cell were counted in 3 biological replicates and each biological replicate involved one view, ns, no significance. C, Representative images of ROS staining with 10  $\mu$ M Dihydrorhodamine 123 (DHR 123) (MCE, HY-101894) fluorescence probe in mononucleated and binucleated cells of P3 MEFs. Scale bars, 10 $\mu$ m. D, The violin plots show the quantitative analysis of DHR 123 fluorescence intensity in binucleated and mononucleated MEFs. Total 40 cells were analyzed in each group. Two-tailed Wilcoxon test adjusted for multiple comparisons, ns, no significance.

Figure S3

A

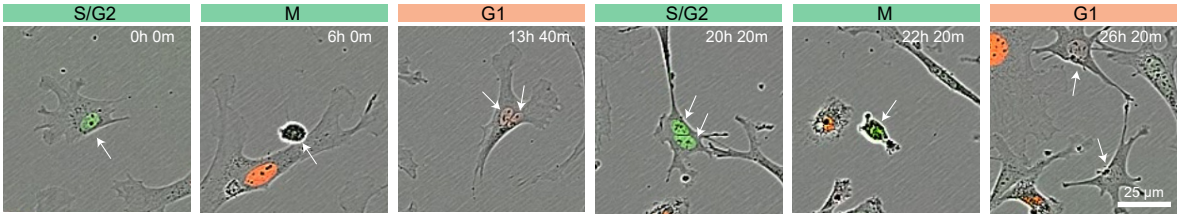

**Figure S3 Living-cell tracking of the transition from binucleated cells to mononucleated tetraploid cells.** A, Time-lapse images showing transition binucleated cells to mononucleated tetraploid cells in P3 MEFs. Scale bars, 25 $\mu$ m. The white arrows indicated the tracked cells and their daughter cells.

**Figure S4**

**A**

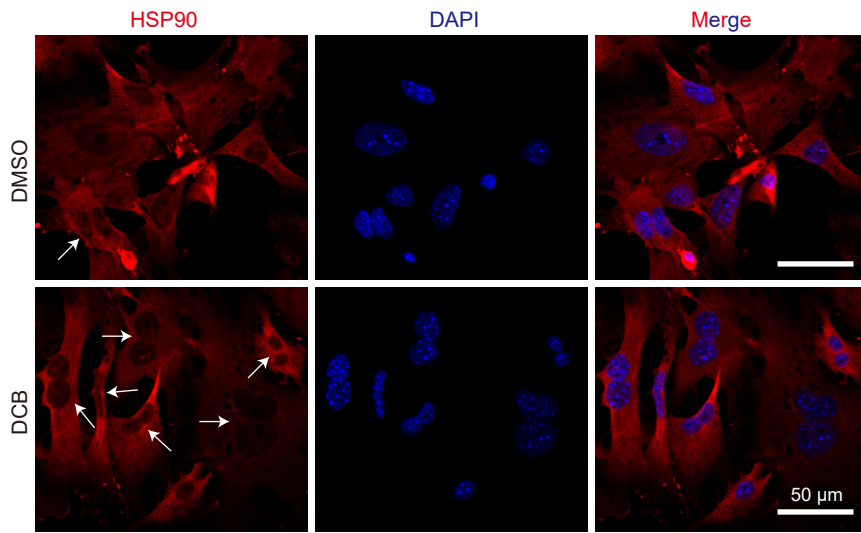

**B**

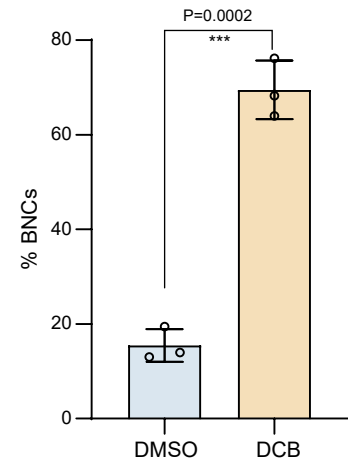

**C**

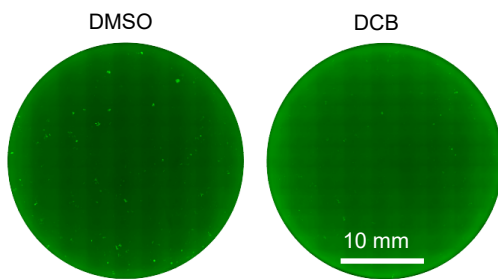

**D**

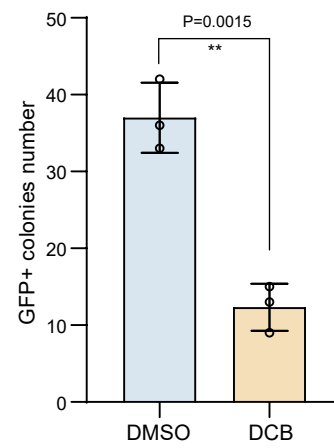

**Figure S4 DCB-induced binucleated MEFs exhibit diminished reprogramming potential.** A, Representative images of immunofluorescence for HSP90 in P3. The white arrow indicates BNCs. Scale bars, 50 $\mu$ m. B, Histogram displays the proportions of BNCs with or without DCB. Data are mean $\pm$ s.d., two-tailed, unpaired t-test, N = 3 strains. \*\*\*p<0.001. C, Representative images of GFP+ colonies at D7. D, Histogram shows the GFP+ colonies number at D7 in indicated group. Data are mean  $\pm$  s.d., two-tailed, unpaired t test; n = 3 independent experiments, \*\*p<0.01.

Figure S5

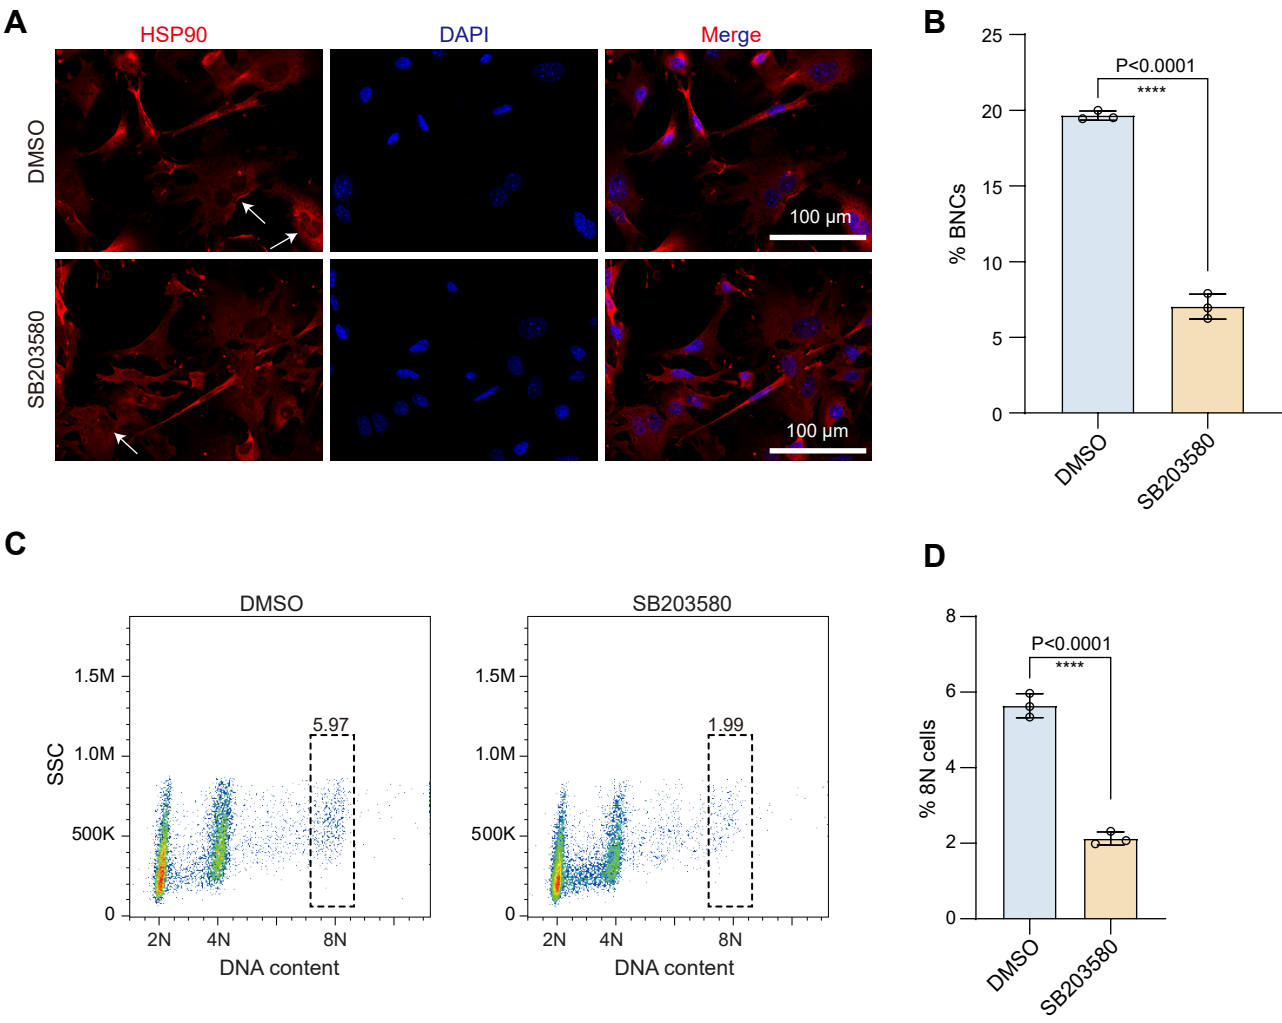

**Figure S5 p38 MAPK inhibitor SB203580 reduces BNCs in primary MEFs.** A, Representative images of immunofluorescence for HSP90 with or without treatment of SB203580. The white arrow indicates BNCs. Scale bars, 100µm. B, Histogram displays the proportions of BNCs with or without treatment of SB203580. Data are mean±s.d., two-tailed, unpaired t-test, N = 3 strains. \*\*\*\*p< 0.0001. C, DNA contents are analyzed by Propidium Iodide (PI) via flow cytometry in MEFs of P3 with or without treatment of SB203580. D, Histogram shows the proportions of 8N cells in MEFs of P3 with or without treatment of SB203580. Data are mean±s.d., two-tailed, unpaired t-test, three independent experiments. \*\*\*\*p< 0.0001.

Figure S6

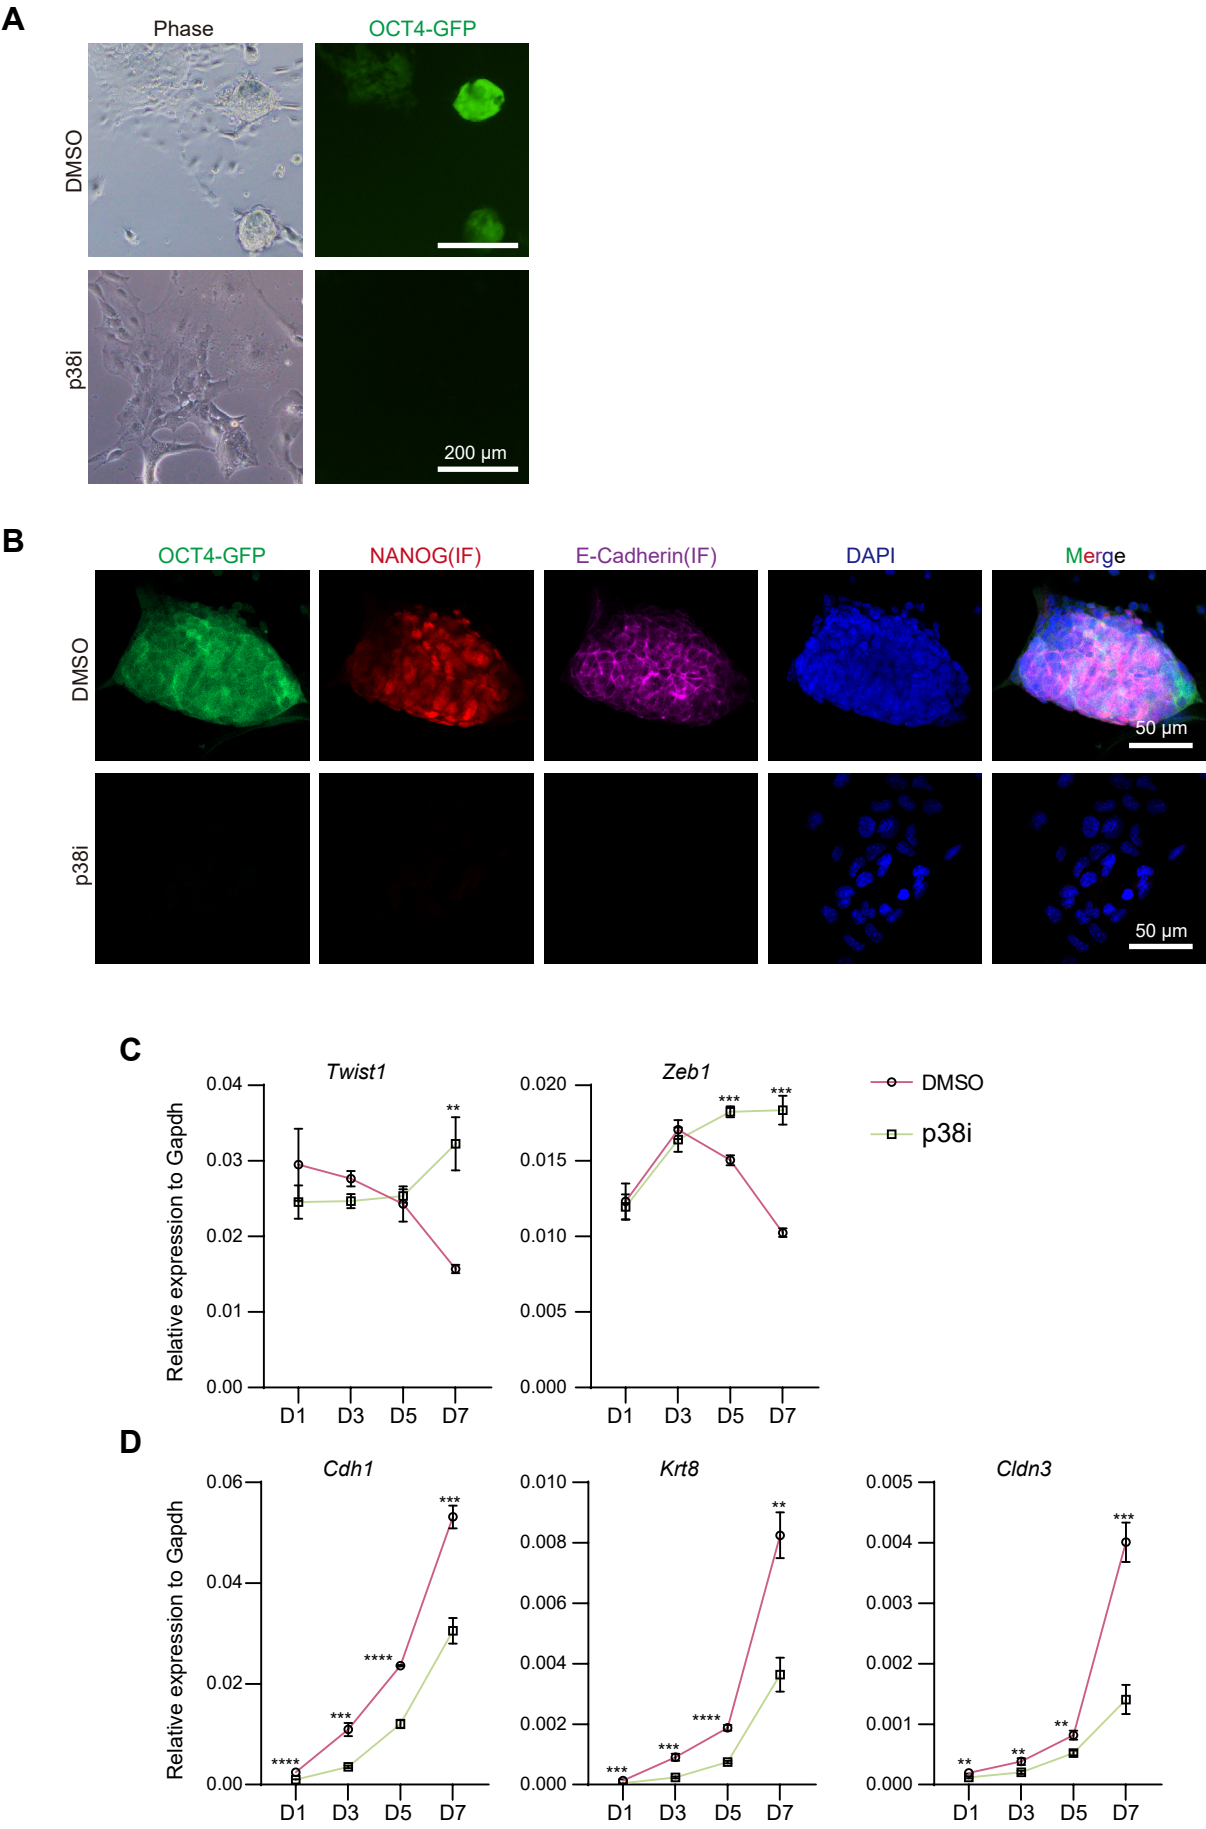

**Figure S6 Inhibition of p38 MAPK during cellular reprogramming period impedes generation of mouse iPSCs.** A, Representative cell morphological micrograph during cellular reprogramming at D7 in iCD1 medium with or without SB203580. Scale bars, 200µm. B, Expression patterns of pluripotency markers, Oct4 (ectopic viral expression), Nanog and E-Cadherin during cellular reprogramming at D7 in iCD1 medium with or without SB203580. Scale bars, 100µm. C-D, Expression of epithelial genes (Cdh1, Krt8, Cldn3) (C) and mesenchymal genes (Twist1, Zeb1) (D) were determined by qPCR on days 1, 3, 5 and 7 during reprogramming. Data are mean  $\pm$  s.d., two-tailed, unpaired t test; n = 3 biological replicates. \*\*p<0.01; \*\*\*p<0.001; \*\*\*\*P<0.0001.

Figure S7

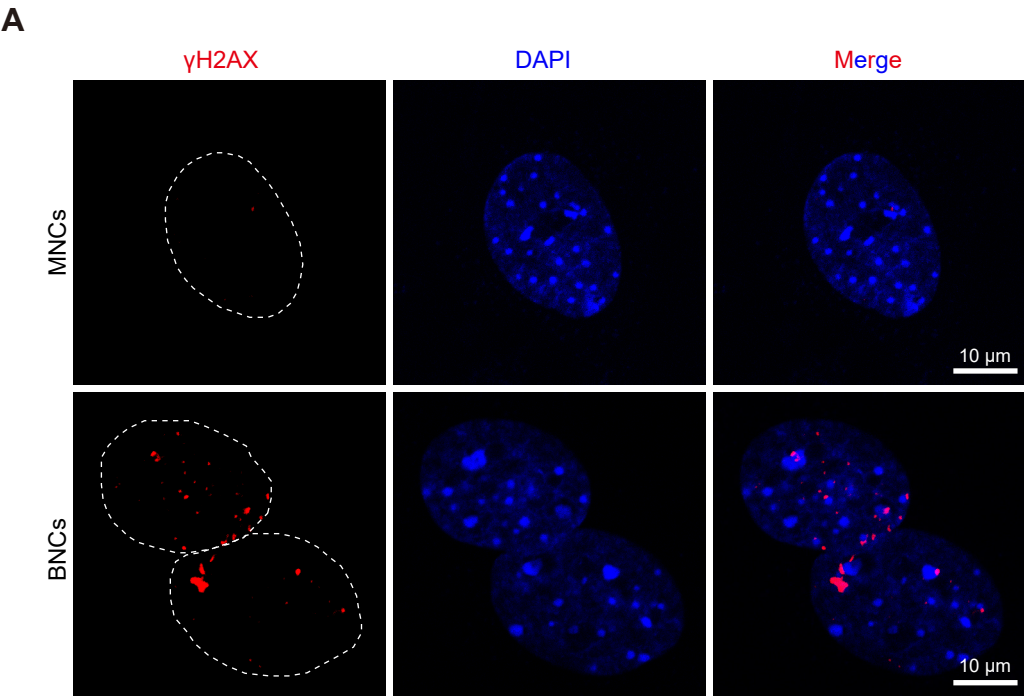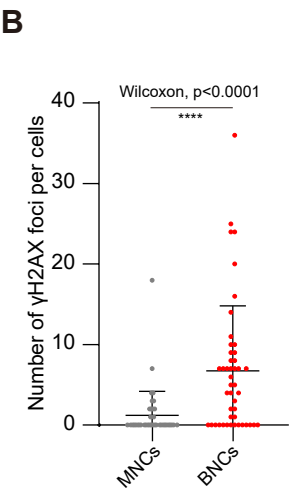

**Figure S7 The DNA damage in WGD MEFs.** A, Representative images of immunofluorescence for  $\gamma$ H2AX in MNCs and BNCs of MEFs. Scale bars, 10 $\mu$ m. B, The number of  $\gamma$ H2AX foci per cells in MNCs and BNCs of MEFs. About 45 cells were analyzed in each group. Two-tailed Wilcoxon test adjusted for multiple comparisons.

Figure S8

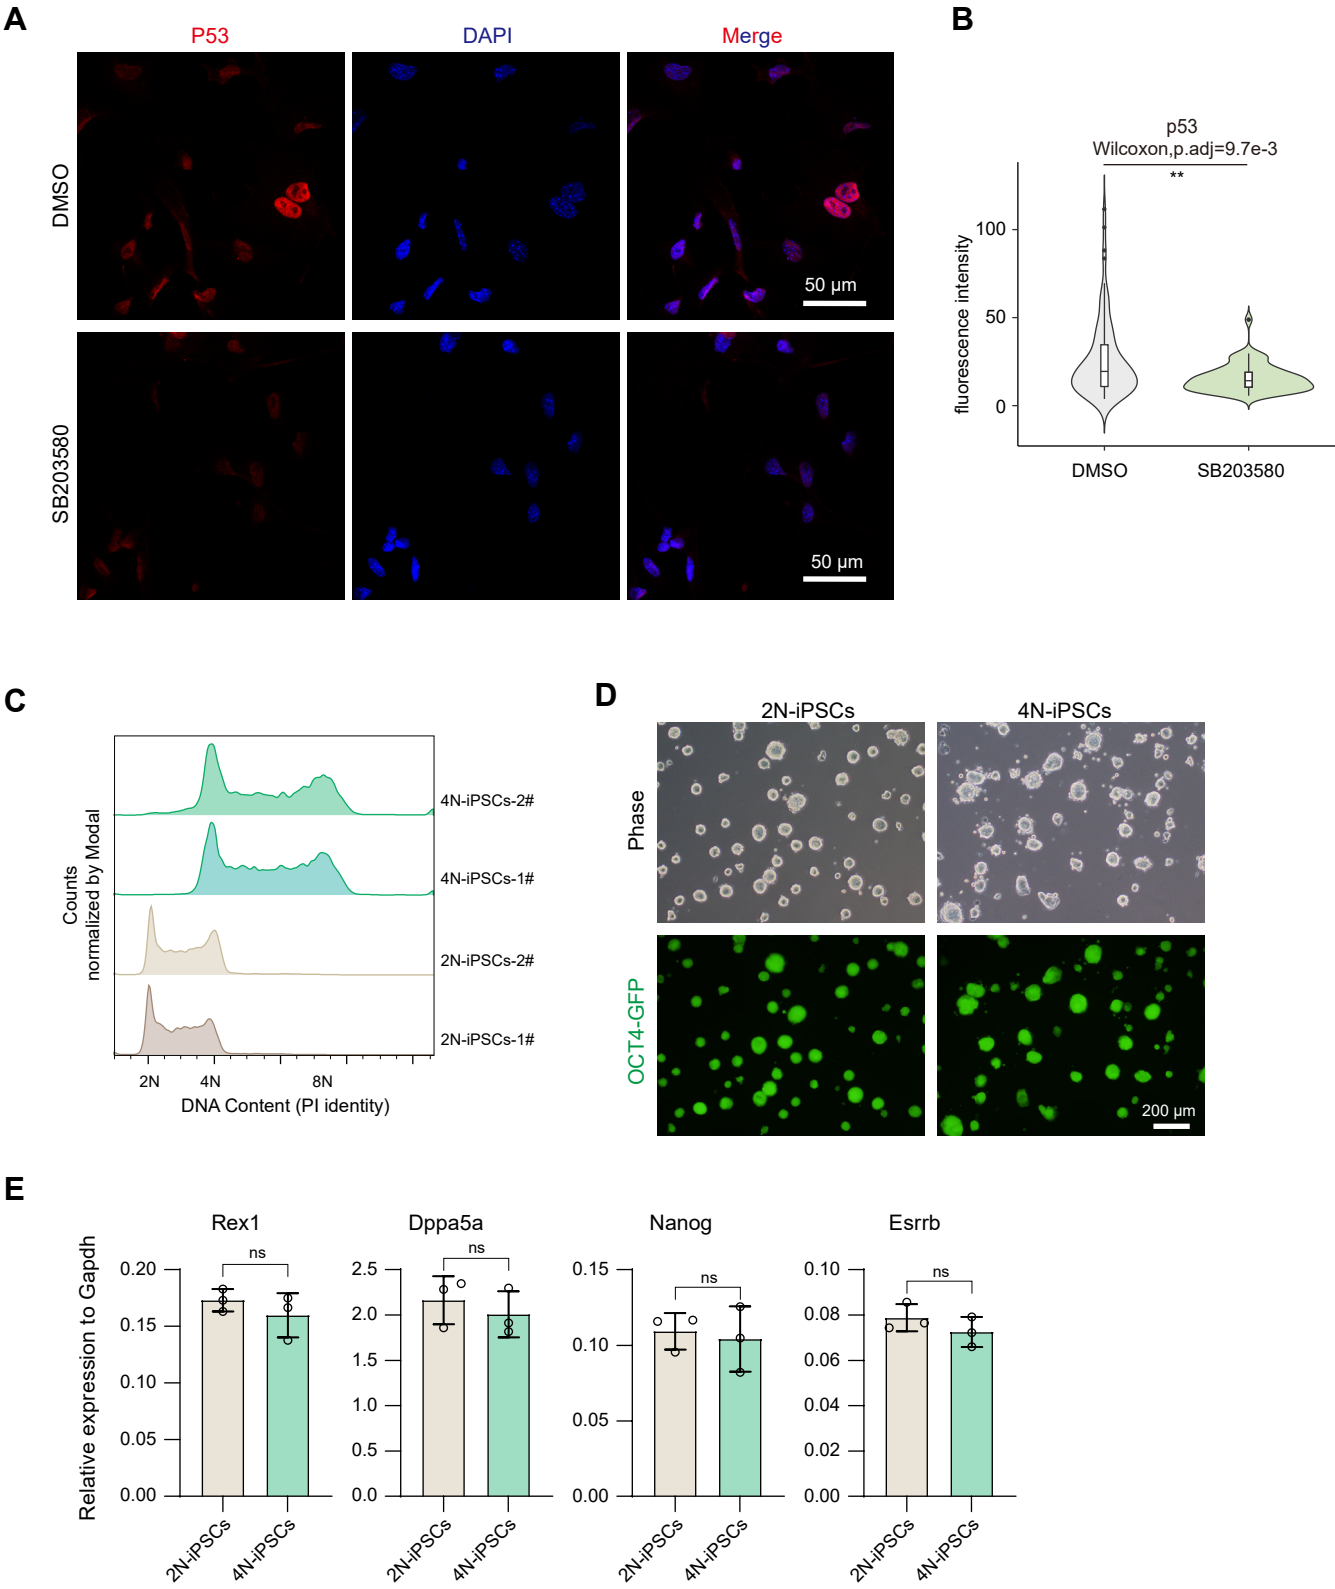

**Figure S8 Exposure to p38 MAPK inhibitor SB203580 suppresses p53 protein level in primary MEFs and establishment of 4N-iPSCs.** A, Representative images of immunofluorescence for p53 in P3 MEFs, either in the presence or absence of SB203580. Scale bars, 50 $\mu$ m. B, The violin plots show the quantitative analysis of p53 fluorescence intensity, either in the presence or absence of SB203580. In the two designated groups, more than fifty cells were analyzed per group. Two-tailed Wilcoxon test adjusted for multiple comparisons. C, DNA contents are analyzed by Propidium Iodide (PI) via flow cytometry in 2N-iPSCs and 4N-iPSCs. D, Representative images of 2N-iPSCs and 4N-iPSCs. [Scale bars, 200 \$\mu\$ m](#). E, RT-qPCR analysis of the expression of representative pluripotent genes in 2N-iPSCs and 4N-iPSCs. Data are mean  $\pm$  s.d., two-tailed, unpaired t test; from 3 iPSC clones. ns, not significant.

How the deposited data were processed for this re-analysis (not part of the article)

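RNA-seq was analysed in 28 libraries, 2 for each of 14 groups: MEFs with and without p38i, and cells on days 1, 3, 5 and 7 of induction in DMSO, p38i and pre-p38i. Groups and replicate numbers were taken from the sample labels and the paper. Labels and paper differ on the library kit, the RNA extraction and the medium of the MEFs. The labels give no treatment, and name no DMSO, for untreated MEFs. The conditions were mapped where both give the same group.

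The score that the authors deposited for each gene and library is a whole number, and the 28 libraries add up to between 991287 and 992537. These totals are what TPM give when each value is rounded down, so the deposited values were read as TPM normalized by the authors for library size and gene length. The paper's text names no aligner, quantification, genome build or differential test for the RNA-seq. Of the gene identifiers in the table, 99.6% are in GENCODE M21 (GRCm38), and 92.6% of the genes have the same chromosome, start and end there. Spreadsheet conversion had turned 27 gene names into dates, so genes were tracked by identifier. The depth of each library is unknown, since TPM keeps none, and no interval or detection floor was computed.

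The planned test assumed counts. Since the deposited values are not counts, the alternative fixed beforehand for normalized values was used: limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend) on log2(value + 1), for the 13230 genes with a mean of at least 1, with all 14 groups in a single model and no replicate block. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. Tested on simulated data with 200 changed genes among 12945, the scripts called 200 of them, and 5.66% of the calls were unchanged genes. The simulated noise was the same for every gene and smaller than the spread between the real replicates. Changed genes had a mean of at least 5 and a log2 change of at least 1 in size. The simulation therefore checks the scripts only, and gives neither the power nor the share of false calls in these data.

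Progress from MEF to DMSO day 7 was measured by projection on the line between the means of these groups, and tested by exact permutation of the labels within each day, with the line redrawn in each permutation. Gene panels were tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 80 tests of 8 panels in 10 comparisons. Genes of near-identical sequence (at least 95% identity over 200 nt) were found with BLAST 2.17.0+. Plots were drawn with matplotlib 3.10.9.

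The genes named are those the paper names at an RNA-seq or RT-qPCR result, the 4 p38 isoforms, Trp53, Sox2 and Klf4, and for a comparison the 3 genes that rose most and the 3 that fell most among called genes with a mean of at least 5 and no overlap between the 2 groups. The rule was fixed before the data were examined. A gene that meets it is not reported here. Over the 14 groups, replicate numbers did not pair the libraries.

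Alternatives tried were a pseudocount of 0.1, no filter, a minimum mean of 5, a fit of only the groups compared, the replicate number as a block, quantile normalization, a 2-fold minimum, values without the log, the 500 most variable genes, genes scaled to unit variance, isoform shares without division by gene length, leaving out Pou5f1, Sox2 and Klf4, and leaving out each replicate. ESC and iPSC libraries were not used here, and the imaging, flow cytometry and protein results were not analysed here.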

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

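For this part, the tests on the interferon and macrophage lists, and the test of a common change of the transgenes, were chosen only after the results were seen. Outliers were not tested, since each group has 2 libraries.

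The difference from DMSO changed between day 1 and day 7 for 2863 genes in p38i and 2207 genes in pre-p38i, by limma's test of the difference of differences. These counts were 2901 and 2422 after quantile normalization, and 2609 and 2003 with the replicate number within time point as a block. Between 2419 and 2901 genes were called in p38i, and between 1735 and 2422 in pre-p38i, across the 7 alternatives run. Of the genes called with the authors' scaling, 2530 in p38i and 2047 in pre-p38i were also called after quantile normalization. Gene length, GC content and shared reads were not tested for these genes, so no biological explanation is given for them.

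The comparison of p38i-treated with untreated MEFs, for which the paper reports no gene list, gave 2365 called genes, 1287 higher and 1078 lower. The count was 1883 after quantile normalization, 2156 with the replicate number within time point as a block, and 904 when only these 4 libraries were fitted. By the rule for named genes, Tmem35a (values of 6 and 7 against 0 and 1), Gpc3 (111 and 98 against 21 and 19) and Nov (38 and 32 against 6 and 8) rose most. Prl2c3 (0 and 0 against 18 and 16) and Prl2c2 (0 and 1 against 15 and 8) were among the 3 genes that fell most, and they are near-identical to each other, so their reads may be split between them. The design gives the inhibitor as a biological explanation for the 2365 genes, but a difference between cultures cannot be told apart from it. The sample labels name no DMSO for the untreated MEFs, so an effect of the solvent cannot be excluded. Depth and length bias were not tested.

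A list of interferon response genes, written after related genes had been seen to change and without those genes, was lower in p38i than in DMSO on day 3 (median log2 fold change -1.48, 27 of 27 genes lower, camera adjusted p = 1.9e-25) and higher in pre-p38i (0.84, 27 of 27 genes higher, camera adjusted p = 2.1e-18). With the inter-gene correlation estimated from the data, the adjusted p-values were 0.000164 and 0.000515, and with the replicate block 3.0e-23 and 2.9e-17. The authors' scaling was tested by quantile normalization, after which the median in p38i was -1.30. Shared reads were tested with the 21 members without a near-identical copy, whose median was -1.46. RNA from macrophages was tested with a list of macrophage markers, which on day 3 was lower both in pre-p38i (median -1.04) and in p38i (median -1.27, 15 of 16 genes lower, camera adjusted p = 9.8e-07). The interferon list did not follow these markers. In pre-p38i on day 3 it rose while they fell, and on day 7 the mean of the markers was 1.21 in pre-p38i and 2.15 in p38i, with interferon means of 6.42 and 5.54. RNA from T and NK cells was tested with 10 markers, of which 1 reached a value of 1 in a DMSO library of day 3. The progress of reprogramming was tested by comparing p38i day 7 with DMSO day 3, the DMSO group nearest to it in progress, and the mean of the list was lower in p38i day 7 by more than the spread between replicates (difference -0.51 on the log2 scale). For the rise in pre-p38i, the mean of the list was 7.02 in pre-p38i on day 3, 6.95 in DMSO on day 5, the DMSO group nearest to it in progress, and 6.05 in DMSO on day 3, so the rise cannot be told apart from faster progress. Gene length and GC content were not tested for this list.

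A list of macrophage markers was lower in p38i-treated than in untreated MEFs (median log2 fold change -0.68, camera adjusted p = 5.3e-05; adjusted p = 0.0158 with the correlation estimated and 3.1e-05 with the replicate block). After quantile normalization the median was -0.61, so the scaling does not explain it. Of the 16 markers, 14 were lower, and the change cannot be told apart from fewer macrophages among the cells. Csf1r, a member, overlaps Hmgxb3. On days 1, 3, 5 and 7 the list was also lower than in DMSO, with medians of -1.12, -1.04, -1.70 and -1.62 in pre-p38i. In p38i they were -0.63, -1.27, -1.25 and -0.70. All were called by camera, but those of p38i on days 1 and 7 were lost with the correlation estimated. Whether the markers come from macrophages or from the fibroblasts could not be separated.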

How the results depend on the processing

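The alternatives were fixed before the data were examined, except for added noise, distance to the path and leaving out the 10 highest genes, which were chosen after seeing the data. Alternatives that need counts (edgeR with RLE or library-size factors, DESeq2, TMM factors, filterByExpr) were not run, since the deposited values are not counts. The counts of called genes have no version without a replicate, because a group would be left with 1 library.

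When only the groups compared were fitted, with less shared information on the spread, the called genes numbered 904 for p38i-treated MEFs, 359, 753, 1254 and 2285 for pre-p38i on days 1, 3, 5 and 7, and 853, 1044, 978 and 2749 for p38i. With a log2 fold change of at least 1 in size also required, they numbered 293 for MEFs, 208, 289, 394 and 574 for pre-p38i, 250, 592, 638 and 686 for p38i, and 1885 for p38i against pre-p38i on day 7. Under the other alternatives run the counts stayed within 1.5 times. Quantile normalization moved the share of higher calls from 66.7% to 50.7% for pre-p38i on day 3, and for p38i from 21.6% to 41.1% on day 1, 24.4% to 50% on day 3 and 29.6% to 52.7% on day 5. Of the fold changes of the 17 tested genes named in advance, isoforms included, 65 were called over 10 comparisons, and 35 when only the groups compared were fitted. The cause of these changes was not tested.

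With the replicate number within time point as a block, 2156 genes were called for MEFs, 1307, 2518, 3139 and 3722 for pre-p38i, 1913, 2666, 3285 and 4287 for p38i, and 7038 for p38i against pre-p38i. The correlation of same-numbered libraries between groups had a median of -0.00198 over 91 pairs, so the numbers do not pair the libraries.

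The faster progress of pre-p38i was close to the threshold. It was 0.994 (p = 0.617) without the log, 3.86 (p = 0.0586) with a pseudocount of 0.1, 4.76 (p = 0.0540) without a filter and 5.14 (p = 0.0517) after quantile normalization, each by the exact permutation test, with p-values from 0.0108 to 0.617 over the 7 alternatives. It ranged from 4.47 to 4.76 across the 2 versions without a replicate. The direction was the same throughout. The slower progress of p38i was -3.32 (exact permutation test, p = 0.125) without the log and past the threshold in the other alternatives, where it went as far as -13.5; without a replicate it ranged from -11.0 to -10.9. The greater distance of p38i passed under all 7 alternatives fixed beforehand. Measured to the nearest point of the path through the MEF and DMSO means, it was 0.0387 (exact permutation test, p = 0.0509), but pre-p38i on day 7 lies past the end of this path and kept its distance of 0.514. That uncorrected distance can only have lowered the difference. The cause of these changes was not tested.

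PC1 held 49.4% and PC2 21.9% of the variance without the log, 75.4% and 12.1% with the 500 most variable genes, and 35.9% and 21.6% with genes scaled to unit variance. The share of Mapk14 without division by gene length was 75.4% in MEFs and 59.4% in DMSO on day 1.

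The set of 71 results for single genes was chosen after a first run had been seen, so these counts describe only this set. Of the 71, 40 had the same direction and the same side of the threshold under every alternative with a test. Under at least 1 alternative, 24 lost the threshold and 4 gained it. The sign reversed, or for Cldn3 the value became 0, for 8. For Klf4 on day 7, it became 0.077 in pre-p38i and 0.017 in p38i after quantile normalization. The day 7 against day 1 difference of Krt8 became 1.39 with a pseudocount of 0.1, and without a replicate it ranged from -0.67 to 0.33. Without a DMSO replicate, the p38i fold change of Zeb1 ranged from -0.037 to 0.20 on day 1 and from -0.037 to 0.28 on day 5, that of Twist1 on day 3 from -0.0098 to 0.10 and that of Cldn3 on day 3 from -1 to 0, and the pre-p38i fold change of Trp53 on day 7 from -0.041 to 0.063. None of these had been called.

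The values are whole numbers and their depth is unknown, which limits genes with values of a few units, such as Dppa3, Cldn3 and Nanog before day 7.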

Differences from the paper's values

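PC2 held 16.3% of the variance over the 28 libraries, against about 29% in Fig. 3F, the paper's value, read by eye. Of the alternatives set before the data were examined, values without the log gave 21.9% and genes scaled to unit variance 21.6%, which are within 1.5 times the paper's value, and the 500 most variable genes gave 12.1%, which is not. The paper's analysis also held ESC and iPSC libraries, which were not used here.

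The paper states, with RT-qPCR of these genes, that p38i blocks the rise of Cdh1, Krt8 and Cldn3. On day 7 the ratios of p38i to DMSO in the RNA-seq libraries were 0.46, 0.42 and 0.32. Those read by eye in the paper's figure were close, at 0.58, 0.44 and 0.35. In the RNA-seq libraries these genes were lower in p38i than in DMSO on day 7, but from day 1 to day 7 Cdh1 rose by 4.00 on the log2 scale in p38i and by 3.76 in DMSO, and Krt8 by 4.43 and 4.59. Neither difference was called by limma (adjusted p = 0.235 and 0.758). This holds only for the rise from day 1. In MEFs all 3 genes were listed at 0, and counted from there the rises to day 7 differed by the day 7 fold changes. These were -1.13 for Cdh1, -1.25 for Krt8 and -1.65 for Cldn3, and all were called. The calls of Krt8 and Cldn3 were lost under at least 1 alternative (adjusted p up to 0.135 and 0.292, limma). From day 1 to day 7, the rise of Cldn3 was 2.00 in p38i and 3.65 in DMSO, and the difference of -1.65 was not called over all genes (adjusted p = 0.0551). It was called over the 34 tests of genes named in advance (adjusted p = 0.0324) and, of the alternatives set before the data were examined, with a minimum mean of 5, with the replicate number as a block with a single effect over all time points, and after quantile normalization (adjusted p from 0.0155 to 0.519 over the 7). It was also called with noise added, an alternative chosen after seeing the values.

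The paper states, with RT-qPCR, that Twist1 is not significantly downregulated in p38i. In the RNA-seq libraries it fell by 0.17 on the log2 scale from day 1 to day 7 (adjusted p = 0.0298, limma), less than in DMSO. After quantile normalization and with the replicate number within time point as a block, alternatives set before the data were examined, this fall was not called (adjusted p from 0.0280 to 0.0874 over the 7). For Zeb1 in p38i, the fall of 0.12 on the log2 scale was not called except after quantile normalization (adjusted p = 0.0224, range 0.0224 to 0.418). These falls are counted from day 1. In MEFs the mean of Twist1 was 74, lower than on day 7 in p38i (158) and in DMSO (98), and that of Zeb1 was 28, higher than on day 7 in p38i (17) and in DMSO (12.5). The changes from MEFs were not tested.

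The paper states, with RT-qPCR, that pre-p38i raises endogenous Oct4. Total Pou5f1, which includes the transgene, was lower in pre-p38i than in DMSO on day 7, with a log2 fold change of -0.24 (adjusted p = 0.000439, limma); endogenous Oct4 was not measured separately.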

Other observations

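For this part, the tests on the p53 target panel and on a common change of the transgenes were chosen only after related values had been seen. The panels were written before the data were examined.

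The paper reports less p53 protein with p38i. Trp53 mRNA was 220 ± 1.41 (SD, n = 2) in MEFs and 203 ± 12.7 in p38i-treated MEFs, a log2 fold change of -0.12 that was not called (adjusted p = 0.253, limma). In pre-p38i it was not called on any of the 4 days. In p38i during induction it was lower on days 3, 5 and 7, with log2 fold changes of -0.32, -0.62 and -0.57.

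A panel of p53 target genes was lower in p38i-treated MEFs (median log2 fold change -0.17, 17 of 24 genes lower, camera adjusted p = 3.0e-05; 0.0292 with the inter-gene correlation estimated and 5.9e-05 with the replicate block). Its median lay at percentile 0.05 of 10000 random lists matched on mean expression. The size of the change was small, and after quantile normalization the median was -0.15. Lower p53 activity in p38i-treated MEFs is a hypothesis that may account for it. The panel was also lower in p38i during induction on day 1 (median -0.31, 23 of 24 genes lower, camera adjusted p = 9.3e-07), day 3 (adjusted p = 4.6e-05) and day 5 (adjusted p = 0.00192). On day 7 the panel was not called (median -0.12, camera adjusted p = 0.0650), except after quantile normalization (camera adjusted p = 0.0470). It was lower in pre-p38i on all 4 days. With the inter-gene correlation estimated, the calls on day 1 in pre-p38i (adjusted p = 0.0552) and on day 5 in p38i (adjusted p = 0.0894) were lost. The paper reports that reprogramming is inhibited by p38i during induction, so the panel alone does not separate the 2 windows. GC content, gene length and shared reads were not tested for it.

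A panel of mitosis genes was higher in p38i-treated MEFs (median log2 fold change 0.27, 22 of 22 genes higher, camera adjusted p = 5.3e-06; 5.8e-06 with the replicate block), and a cytokinesis panel that shares 5 genes with it was also higher (median 0.21, 13 of 16 genes higher, adjusted p = 0.0203, but 0.121 with the inter-gene correlation estimated; 0.0195 with the replicate block). The mitosis panel went in opposite directions from day 3 of induction, while on day 1 it was lower in p38i and not changed in pre-p38i (adjusted p = 0.664). On day 7 its median was 0.61 in pre-p38i and -0.98 in p38i, with 22 of 22 genes higher and 22 of 22 lower. After quantile normalization the median in MEFs was 0.26. A candidate explanation is changed transcription of mitosis genes, or a larger share of dividing cells, and these libraries cannot separate them.

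An inflammatory secretory panel was lower in p38i-treated MEFs (median log2 fold change -1.21, 13 of 14 genes lower, camera adjusted p = 7.1e-13), and -1.15 after quantile normalization. The pluripotency panel was lower in p38i than in DMSO on day 7 (camera adjusted p = 1.2e-06). In pre-p38i it was higher on day 5 (camera adjusted p = 0.0272) but not called on day 7 (0.0797). The mesenchymal panel in p38i was lower on days 1 and 3 (camera adjusted p = 0.0459 and 0.0103) and higher on day 7 (0.00262). These mesenchymal calls, and the day 5 pluripotency call in pre-p38i, were lost with the inter-gene correlation estimated.

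More genes were lower than higher in p38i than in DMSO on days 1, 3 and 5. After quantile normalization, 41.1%, 50% and 52.7% of the calls were higher. Quantile normalization itself pushes the split towards equal shares, so over all calls the skew cannot be told apart from the authors' scaling. Among calls with a log2 fold change of at least 1 in size, more were still lower after quantile normalization, with 23 higher and 133 lower on day 1, 152 and 393 on day 3, and 153 and 483 on day 5. On day 3, the highest share of higher calls in any of 5 length classes was 33.5% and in any of 5 GC classes 33.1%, without the 10 highest genes it was 29.5%, and with noise added to undo the rounding 25.1%, so these do not remove the skew. The share did fall from 33.5% to 15.8% across the length classes and rose from 14.9% to 33.1% across the GC classes.

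Pou5f1, Sox2 and Klf4 had log2 fold changes of 0.39, 0.33 and 0.22 in pre-p38i against DMSO on day 1, of which only that of Pou5f1 was called (adjusted p = 1.1e-05, limma). The smallest after quantile normalization was 0.21, for Pou5f1. The largest and smallest differed by 1.77 standard errors, which is consistent with a common change of the 3 transgenes, but with 2 libraries per group this has little power to show a difference. More transgene expression in pre-p38i on day 1 remains a hypothesis for part of the faster progress, which was not tested beyond leaving these genes out. In p38i these genes went the other way. On days 1, 3 and 5 the log2 fold changes were -0.34, -0.42 and -0.34 for Pou5f1 and -0.25, -0.33 and -0.27 for Klf4. All were called by limma, but each call was lost under at least 1 alternative. Sox2 was lower without a call. Less transgene expression therefore cannot be excluded for part of the slower progress in p38i.

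In p38i on day 5, ribosomal and 7S RNA took 1.75% of replicate 2, against at most 0.272% in the other 27 libraries. Rn18s-rs5 stood at 1035 in replicate 1 and 16361 in replicate 2, and Lars2 at 71 and 572. Both are among the 3 largest rises of that comparison and rest on a single library. No biological explanation was tested.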
